# RNA-Seq transcriptomic analysis reveals gene expression profiles of acetic acid bacteria under high-acidity submerged industrial fermentation process

**DOI:** 10.3389/fmicb.2022.956729

**Published:** 2022-09-29

**Authors:** Haoran Yang, Yating He, Jing Liao, Xin Li, Junhong Zhang, Wolfgang Liebl, Fusheng Chen

**Keywords:** acetic acid bacteria, industrial submerged fermentation, high acidity, RNA-seq transcriptome, acid resistance mechanisms

## Abstract

Acetic acid bacteria (AAB) are Gram-negative obligate aerobics in Acetobacteraceae family. Producing acetic acid and brewing vinegars are one of the most important industrial applications of AAB, attributed to their outstanding ability to tolerate the corresponding stresses. Several unique acid resistance (AR) mechanisms in AAB have been revealed previously. However, their overall AR strategies are still less-comprehensively clarified. Consequently, omics analysis was widely performed for a better understanding of this field. Among them, transcriptome has recently obtained more and more attention. However, most currently reported transcriptomic studies were conducted under lab conditions and even in low-acidity environment, which may be unable to completely reflect the conditions that AAB confront under industrialized vinegar-brewing processes. In this study, we performed an RNA-Seq transcriptomic analysis concerning AAB’s AR mechanisms during a continuous and periodical industrial submerged vinegar fermentation process, where a single AAB strain performed the fermentation and the acetic acid concentration fluctuated between ~8% and ~12%, the highest acidity as far we know for transcriptomic studies. Samples were directly taken from the initial (CK), mid, and final stages of the same period of the on-going fermentation. 16S rRNA sequence analysis indicated the participation of *Komagataeibacter europaeus* in the fermentation. Transcriptomic results demonstrated that more genes were downregulated than upregulated at both mid and final stages. Kyoto Encyclopedia of Genes and Genomes (KEGG) enrich analysis reflected that the upregulated genes mainly carried out tricarboxylic acid cycle and oxidative phosphorylation processes, probably implying a considerable role of acetic acid overoxidation in AR during fermentation. Besides, upregulation of riboflavin biosynthesis pathway and two NAD^+^-dependent succinate-semialdehyde dehydrogenase-coding genes suggested a critical role of succinate oxidation in AR. Meanwhile, downregulated genes were mainly ribosomal protein-coding ones, reflecting that the adverse impact on ribosomes initiates at the transcription level. However, it is ambiguous whether the downregulation is good for stress responding or it actually reflects the stress. Furthermore, we also assumed that the fermentation stages may have a greater effect on gene expression than acidity. Additionally, it is possible that some physiological alterations would affect the AR to a larger extent than changes in gene expression, which suggests the combination of molecular biology and physiology research will provide deeper insight into the AR mechanisms in AAB.

## Introduction

Acetic acid bacteria (AAB) are Gram-negative obligate aerobics in the family of Acetobacteraceae (Saichana et al., 2015). Their multiple membrane-bound dehydrogenases are capable of incompletely oxidizing a series of alcohols, sugars, and sugar alcohols to the corresponding aldehydes, ketones, and carboxylic acids, which is named as oxidative fermentation and has been extensively applied in industries (Adachi et al., 2003; Matsushita and Matsutani, 2016; Qin et al., 2022). Of these, the production of acetic acid from incomplete oxidation of ethanol is one of the most important features of AAB and has been used for vinegar production around the world (Gullo et al., 2014; Yang et al., 2022). Strains within species of *Acetobacter pasteurianus* and *Komagataeibacter europaeus* are most commonly used for vinegar brewing, attributed to their remarkable ability to produce as well as tolerate acetic acid (Gullo et al., 2014; Wang et al., 2015a). Under certain conditions, AAB strains are able to produce as high as 20% of acetic acid (Sokollek et al., 1998). However, acetic acid will cause the stress from several aspects (Trcek et al., 2015), while only 0.5% of acetic acid is sufficient to impose a lethal effect on many other microorganisms (Conner and Kotrola, 1995). Therefore, knowledge on the acid resistance (AR) mechanisms of AAB might be critical to reduce the harmful effect of acetic acid on the cells during the fermentation process and further to promote the relevant productivity. In addition, such extraordinary AR mechanisms of AAB that are able to tolerate high acidity are also attracting interests from researchers.

In recent decades, several unique mechanisms that contribute to AR in AAB have been revealed, which have been comprehensively reviewed and elucidated in details (Trcek et al., 2015; Wang et al., 2015a; Nakano and Ebisuya, 2016; Xia et al., 2017; Qiu et al., 2021; Yang et al., 2022). In brief, these mainly include the involvement of pyrroloquinoline quinone (PQQ)-dependent alcohol dehydrogenase (ADH) that also plays an indispensable role in producing acetic acid (Chinnawirotpisan et al., 2003; Trcek et al., 2006), overoxidation of acetic acid through a specialized tricarboxylic acid (TCA) cycle where succinyl-CoA:acetate CoA transferase (also known as AarC) functions as succinyl-CoA synthetase (Mullins et al., 2008), two acetic acid pumping-out systems that are either depended on ATP (Nakano et al., 2006) or proton motive force (PMF; Matsushita et al., 2005), contribution of molecular chaperons (Okamoto-Kainuma and Ishikawa, 2016), and alterations in the compositions of cell membrane (Trcek et al., 2007; Li et al., 2019). These AR-conferring mechanisms are most discussed and accepted by scientists at present (Yang et al., 2022). Recently, some new mechanisms that might be involved in AAB’s AR have also been proposed, such as repair of DNA damages under high concentration of acetic acid by protein UrvA (Zheng et al., 2018), 2-methylcitrate cycle (Yang et al., 2019), contribution of two-component signal transduction systems (Xia et al., 2016b, 2020), as well as toxin-antitoxin systems (Xia et al., 2019, 2021).

Unfortunately, the overall AR mechanisms in AAB are still yet to be clarified. It is unclear whether the acetic acid tolerance is resulted from the combination of different biological activities or only benefits from one or few critical but individual and specific processes. In order to obtain a whole view as well as a relatively better understanding of the AR mechanisms in AAB, scientists have carried out omics studies within this field. As a result, several genomes of AAB strains participating acetic acid fermentation were sequenced and analyzed (Azuma et al., 2009; Wang et al., 2015b; Xia et al., 2016a), while proteomic approaches were extensively exploited and have provided a number of important findings regarding AAB’s AR mechanisms, which have been reviewed and summarized previously (Nakano and Fukaya, 2008; Xia et al., 2017; Yang et al., 2022). Nowadays, being considered as the important bond linking genome and proteome, transcriptome has been obtaining more and more attentions from the researchers, leading to the reports of many relevant studies. For example, Sakurai et al. (2012) conducted a DNA microarray transcriptomic study which analyzed the gene expression patterns of *A. aceti* NBRC 14818 when the cells were oxidizing ethanol; Okamoto-Kainuma and Ishikawa (2016) carried out an RNA-Seq transcriptomic analysis of AR mechanisms in *A. pasteurianus* NBRC 3283, with special attention to the contribution of molecular chaperons; Yang et al. (2019) reported a transcriptome study concerning AR mechanisms in *A. pasteurianus* CGMCC 1.41 under acetic acid fermentation conditions, which proposed 2-methylcitrate cycle as a potential AR-conferring pathway; Xia et al. (2020) compared the gene expression profiles under high (7%) and low concentration (1%) of acetic acid conditions, focusing on the involvement of two-component signal transduction systems and toxin-antitoxin systems in AR of *A. pasteurianus* Ab3. Recently, Wang et al. (2021) performed a transcriptomic study concerning *K. europaeus* CGMCC 20445 in ethanol-oxidating environment, elucidating the contribution of several different AR mechanisms in *K. europaeus* at different stages of acetic acid fermentation.

However, these studies were all implemented under lab conditions, while some of these studies were even carried out in extremely low-acidity environment (around 1%). As AAB strains are commonly used for industrialized vinegar brewing process, inhabiting in the environment with much higher acidity than the lab conditions can provide, we believe that these studies may not be able to sufficiently reflect the genuine adversities that AAB strains have to deal with and therefore cannot provide the most valuable information for the industrial fermentation process. In this context, we intended to perform this RNA-Seq transcriptomic study within industrial background, collecting samples directly from an on-going continuous and periodical submerged liquid-state acetic acid fermentation process for the production of spirit vinegar in a Chinese vinegar factory, in which a single AAB strain performed the fermentation and the concentration of acetic acid fluctuated between ~8% and ~12% (Figure 1).

**Figure 1:**
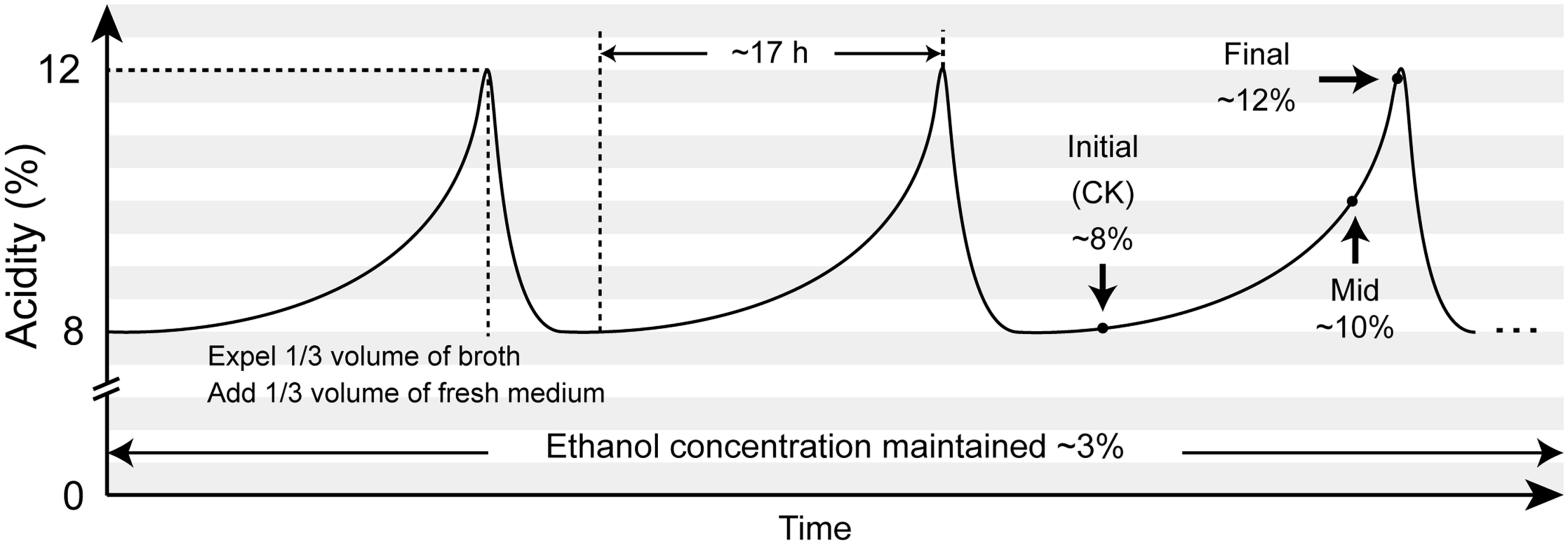
Illustration of the submerged liquid state fermentation process for sprit vinegar production and sampling plan. The submerged acetic acid fermentation was carried out uninterruptedly and periodically in a Chinese vinegar factory. Each fermentation period lasted for around 17 h, with the maximum acidity reaching around 12%. The concentration of ethanol was kept around 3% at all times. A fermentation period was terminated by discharging one-third volume of the fermentation broth, while a new period was initiated by adding another equal volume of the fresh medium. In this way, the acidity within the fermentor fluctuated between ~8% and ~12%. Samples for this transcriptomic study were collected at the initial, mid, and final stages within the same fermentation period.

Here with this study, the analysis of gene expression patterns of AAB under this industrial fermentation as well as high acidity conditions will be presented, with a special focus on AAB’s AR mechanism. We took samples at the initial, mid, and final stages of the same fermentation period (Figure 1) and extracted total RNA for RNA-Seq transcriptome analysis. In parallel, a 16S rRNA sequence analysis together with the corresponding phylogenic analysis was also conducted in order to identify the AAB species executing the submerged fermentation and therefore select a proper reference genome for transcriptome analysis. Finally, a detailed elucidation of the transcriptome results based on Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis would also be performed.

## Materials and methods

### Submerged fermentation, sample collection, and preparation

The submerged acetic acid fermentation was conducted uninterruptedly and periodically in the industrialized fermentor (Frings Co., Bonn, Germany). Bacterial strain used to execute the fermentation was provided by the fermentor manufacturer as part of the fermentation equipment. However, at the time of carrying out this study, the taxonomy background of this strain was unknown. Clarified and sterilized rice wine was constantly supplied in order to maintain the ethanol concentration around 3%. The fermentation was carried out at 30°C. When the acidity in the fermentor reached around 12%, which took about 17 h since a new fermentation period started, 1/3 volume of the fermentation broth was discharged for further processes of the spirit vinegar production. Subsequently, an equal volume of fresh medium prepared with Angel® Vinegar Fermentation Nutrient Salt (Angel Yeast Co., Ltd., Yichang, China) according to the instruction of the manufacturer was supplied to initiate a new period of fermentation, which simultaneously reduced the acidity in the fermentor to ~8% (Figure 1).

Samples were directly collected from the fermentor without disturbing the fermentation. At each scheduled sampling time point, that is, initial, mid, and final stages within the same fermentation period (Figure 1; Table 1), 50 ml of the sample was collected in a sterilized 50 ml centrifuge tube and was quickly put in ice, prior to which, 1 ml of the collected sample was pipetted out for determination of acidity by titration with 0.1 M NaOH solution. Cells in the remaining 49 ml sample were pelleted followed by washing twice with 25 ml ice-cold 1 M sodium acetate (pH 5.2). Finally, the washed cell pellets were suspended in 500 μl 1 M sodium acetate (pH 5.2) and stored under −80°C for 12 ~ 24 h prior to RNA extraction. The centrifuge was all carried out under 5,000 rpm for 10 min and 4°C for the above-mentioned manipulation. Two replicate samples were independently collected for each scheduled sampling point. Extraction of total RNA was performed as described by Yang et al. (2019).

**Table 1:** Sample information of the transcriptomic analysis.

Sample name	Acidity (%)	Time since the start of the fermentation period (h)
Initial (CK)	8.1	0.5
Mid	10.5	12.5
Final	11.7	16.5

### 16S rRNA sequence analysis

In order to identify the AAB species performing the fermentation, 16S rRNA fragment was amplified followed by sequence comparison and phylogenic analysis. This was carried out as described by Yang and Zhou (2014) with modification. 1 ml of the fermentation broth collected separately from the samples for RNA-Seq was centrifuged at 11,000 rpm for 2 min. The obtained pellet was then resuspended with 50 μl lysis buffer (Leagene Biotechnology Co., Beijing, China) and was put in a water bath of 95°C for 20 min, followed by centrifugation at 12,000 rpm for 2 min. The obtained supernatant was diluted by 10× with sterilized ddH_2_O and then was used as the template of PCR. PCR was conducted with Phanta Max Master Mix (Vazyme Biotechnology Co., Nanjing, China) in the volume of 25 μl and with primer pair P0 (5′-GAGAGTTTGATCCTGGCTCAG-3′) and P6 (5′-CTACGGCTACCTTGTTACGA-3′). PCR program was set according to the manual of PCR master mix. PCR products were then cleaned up with EasyPure PCR Purification Kit (TransGen Biotech Co., Beijing, China). Cleaned PCR products were subsequently the subjects for Sanger DNA sequencing, which was carried out by Sangon Biotech Co., Ltd. (Shanghai, China). The obtained sequence then acted as the query for conducting an online BLASTn search. The 16S rRNA sequence generated in this study now can be found at GeneBank^1^ with accession number OP164709.

For providing a clearer view of the taxonomy relationship, a phylogenic analysis based on 16S rRNA sequences was further conducted. Sequences from type strains of the relevant species were used to indicate the species position within the phylogenic tree. The information of species type strains was obtained from List of Prokaryotic names with Standing in Nomenclature.^2^ All 16S rRNA sequences except the one generated in this study were downloaded from NCBI Nucleotide database.^3^ Phylogenic tree was constructed by MEGA 7.0 software with the Neighbor-Joining method. Bootstrap method was used for phylogeny test with 1000 times of the bootstrap replications.

### Transcriptomic sequencing and data analysis

The purity and quality of the extracted RNA samples were evaluated by NanoDrop and Agilent 2100 Bioanalyzer, respectively. Upon good quality, rRNA was removed followed by the fragmentation of the samples. cDNA library was constructed with Illumina TruSeq Stranded Kit. Sequencing was then conducted with the HiSeq sequencing platform. The obtained raw reads were subsequently undergone a series of quality control processes including the removal of reads containing adaptor contamination as well as those containing more than 5% of the unknown bases (N) for downstream analysis. Reads with accepted quality were then mapped to the reference genome and reference genes with HISAT (2.0.1-beta; Kim et al., 2015) and Bowtie2 (2.2.5; Langmead and Salzberg, 2012) software, respectively. Based on the mapping data, RSEM (Li and Dewey, 2011) software was used to calculate the expression value of each gene, which was presented with Fragments Per Kilobase Million (FPKM) value. Based on the comparison scheme, differently expressed genes (DEGs) were identified by DESeq2 algorithm (Love et al., 2014) with the criteria of fold change ≥2 together with Bonferroni-corrected *p* value ≤0.05. The screened up- and downregulated genes of each treatment sample then separately acted as the subjects of KEGG enrichment analysis, which was carried out on OmicShare platform.^4^ KEGG terms with false discovery rate-corrected value of *p* ≤ 0.05 were regarded as the enriched terms of the up- or downregulated genes within a treatment sample. Expression data were visualized as heatmaps using TBtools software (Chen et al., 2020). The transcriptomic data now can be found at Gene Expression Omnibus database^5^ with accession number GSE210697.

## Results

### Microorganism identification, reference genome selection, and transcriptomic data overview

Since *K. europaeus* is regarded as the participator of submerged acetic acid fermentation (Gullo et al., 2014; Wang et al., 2015a), the strain inhabiting within the fermentor and conducting the fermentation in this study was expected to belong to this species. In order to verify this and therefore select a proper reference genome for transcriptome analysis, a 16S rRNA gene comparison was carried out prior to any other analysis. Online BLAST analysis results are listed in Table 2, which showed many hits to *Komagataeibacter* strains. Even though *Bacillus amyloliquefaciens* is also present in Table 2, we believe that this was an error in the information of the relevant sequence (MH824159), as the BLAST search using this sequence as the query only resulted in hit to *Komagataeibacter* 16S rRNA sequences instead of any other sequences from *Bacillus*, while currently there is also no report presenting the involvement of *Bacillus* species in submerged acetic acid fermentation. Meanwhile, *K. xylinus* and *K. swingsii* are also shown in Table 2. According to a phylogenic tree of 16S rRNA sequence from type strains of all AAB species reported by July 2021 (Yang et al., 2022), 16S rRNA sequence of *K. europaeus* and *K. swingsii* were identical, which explains the presence of *K. swingsii* in Table 2. In contrast, distance exists between *K. europaeus* and *K. xylinus*. On the other hand, *K. xylinus* strains shown in Table 2 were reported to possess the outstanding cellulose-producing ability (Ryngajłło et al., 2019; Du et al., 2020; Lu et al., 2020), which is the prominent feature of species *K. xylinus* acting as the model organism for studying bacterial cellulose production (Gullo et al., 2018). However, the production of bacterial cellulose is common among *Komagataeibacter* strains (Ryngajłło et al., 2019), including *K. europaeus*, in which cellulose-producing ability was also reported (Dubey et al., 2017). Thus, we assume that the *K. xylinus* strains listed in Table 2 may actually belong to *K. europaeus*.

**Table 2:** Top 10 hits of online BLASTn search using the sequence of 16S rRNA PCR product amplified from the samples in this study as the query.

Strain name	*E* value	Identity	Accession	Sequence type
*Komagataeibacter europaeus* DHBR3702	0	100%	MH845618.1	16S rRNA
*Bacillus amyloliquefaciens* BH072-1	0	100%	MH824159.1	16S rRNA
*Komagataeibacter xylinus* TJU-D2	0	100%	MH588135.1	16S rRNA
*Komagataeibacter europaeus* SRCM101446	0	100%	CP021467.1	complete genome
*Komagataeibacter xylinus* E25	0	100%	CP004360.1	complete genome
*Komagataeibacter europaeus* KGMA0119	0	100%	AB818453.1	16S rRNA
*Komagataeibacter xylinus* DSM 46603	0	100%	MZ435949.1	16S rRNA
*Komagataeibacter swingsii* JCM 17123	0	100%	NR_113400.1	16S rRNA
*Komagataeibacter europaeus* NBRC 3261	0	100%	AB680040.1	16S rRNA
*Komagataeibacter xylinus* OTG001	0	100%	MT730006.1	16S rRNA

In order to further provide evidence for the hypotheses above, while given the fact that Table 2 could not provide a clear view of the taxonomy relationship, a Neighbor-Joining phylogenic tree was constructed using 16S rRNA sequences of the relevant strains, in which the sequences from the type strains of *K. xylinus*, *K. europaeus*, and *B. amyloliquefaciens* were set as the indicator of species position (Figure 2). It was demonstrated that the type strains of *B. amyloliquefaciens* and other *Komagataeibacter* species reside in two distinct clusters of the tree, while *B. amyloliquefaciens* BH072-1 stays with *K. europaeus* type strains, reflecting the error in taxonomy information about the sequence with accession number MH824159 on NCBI. Additionally, *K. xylinus* DSM 46603, OTG001, and TJU-D2, as well as 16S rRNA sequence generated in this study, were found present within the same subcluster as *K. europaeus* type strains, which indicated that these claimed *K. xylinus* strains may be more likely to belong to *K. europaeus* from this point of view, and that the genome of a *K. europaeus* strain can be a suitable reference genome for this study. As the fact that the complete genome of *K. europaeus* SRCM101446, which is also shown in Table 2 with 100% identity, was available at NCBI Genome data base (Bioproject No. PRJNA386757) at the time when this study was conducted, we therefore chose it as the reference genome for this transcriptome analysis.

**Figure 2:**
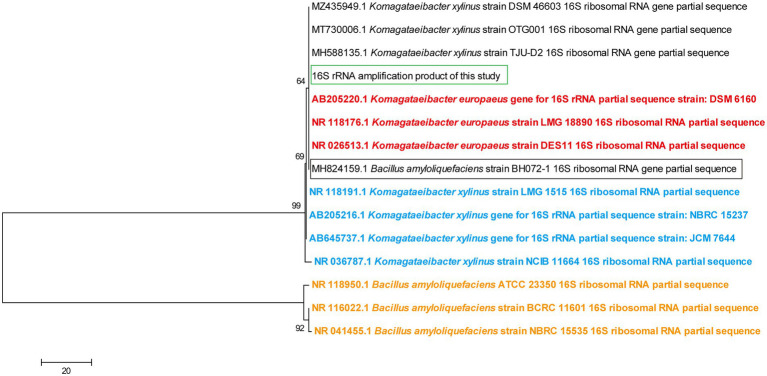
Neighbor-Joining phylogenic tree based on 16S rRNA sequences of relavant strains. Sequences from type strains of *Komagataeibacter europaeus*, *Komagataeibacter xylinus*, and *Bacillus amyloliquefaciens* were shown in red, blue, and orange font, respectively. 16S rRNA sequence that was amplified in this study and was from *B. amyloliquefaciens* BH072-1 was marked with a green and black box, respectively. Numbers next to the corresponding nodes indicate the bootstrap value (%) after 1,000 times of replication.

Samples for this transcriptomic study were taken from the initial (acidity: 8.1%), mid (acidity: 10.5%), and final (acidity: 11.7%) stages of the same fermentation period of the continuous submerged liquid state fermentation process, in which the fermentation period had initiated for 0.5, 12.5, and 16.5 h, respectively (Figure 1; Table 1). 

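RNA from 6 samples was sequenced, 2 from each of the 3 stages, and both samples of a stage were collected from the same fermentor within 1 fermentation period. Acidity, time and other factors of the environment changed together between the stages, so the values compare stages and not acidity alone. The authors mapped the reads to the genome of K. europaeus SRCM101446 and compared the stages with DESeq2. The deposited data consist of 2 tables, the mid stage against the initial stage with 2743 genes and the final stage against the initial stage with 2751 genes, of which 2739 are in both. Of these genes, 2646 and 2649 are among the 3496 genes of the RefSeq annotation of this genome. Each table gives 1 value per gene and stage, the authors' log2 fold change, their p and their adjusted p. As all samples came from 1 fermentation period, these p do not measure the spread between periods or fermentors. The 2 samples of a stage are merged in that 1 value. The number of reads per sample is therefore unknown, and no error can be given beside a stage value. No error of a log2 fold change was derived from its p, and no test between stages was computed from these values. The columns of the stages are named FPKM, but the authors' value multiplied by gene length in kilobases sums to between 5312164 and 5536459 per column, where FPKM allows about 1000000. The log2 of the authors' value also rises with the log2 of gene length, with a slope between 1.23 and 1.26. The columns were therefore read as expression values on the authors' own scale, and ranks, ratios between stages, mean values per gene and shares of the column sum were taken from them. The values of 1 column sum to 4053420 in the initial stage and 3739834 in the mid stage of the mid table, and to 3992376 and 3767471 in the initial and final stages of the final table. The lowest value of any column was 0.223, and no gene was listed at 0. The initial stage carries other values in the mid table than in the final table, with a median ratio of 1.02 over the shared genes and a range from 0.263 to 1.99, which narrows to 0.978 to 1.04 among genes with 100 or more in both. The log2 fold changes equal the log2 ratio of the stage values to within 4.99e-05. How the stage values were computed from the 2 samples is not known, so this equality does not show whether the fold changes were shrunk in the fit. With a mean of both stage values under 10, 1 of 193 genes changed 2-fold at the mid stage and 7 of 189 at the final stage. At a mean of 1000 or more, 133 of 760 and 240 of 759 did. More noise at low values would give the reverse, so this pattern points to shrinkage at low values, although the fit was not seen. The adjusted p equals the Benjamini-Hochberg adjustment of the deposited p to within 0.000139, whereas the methods name a Bonferroni correction. Genes were called DEGs at an adjusted p of 0.05 or less as deposited and a fold change of 2 or more, and this use of the adjusted p was settled after the numbers of DEGs under both corrections had been seen.

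**Figure D1:**
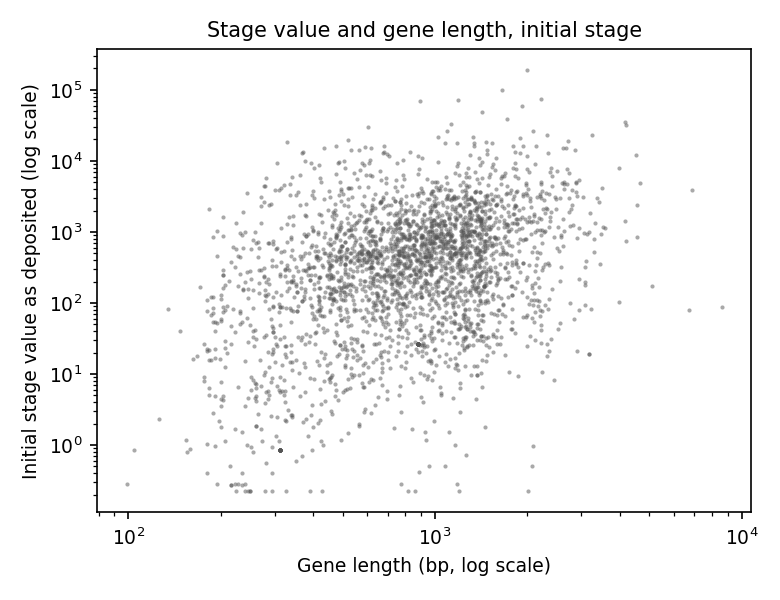
Deposited value of each gene in the initial stage of the final table (vertical, the authors' scale, log) against gene length (horizontal, bp, log). Each point is 1 gene, and longer genes have higher values.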

Prior to cDNA library construction, the integrity of the extracted RNA was checked by Agilent 2100 Bioanalyzer and was regarded as qualified for further manipulation. In addition, reads obtained from RNA-Seq transcriptomic sequencing also passed the quality control, while more than 70% of the reads from each sample were mapped to the reference genome, which indicated that choosing the genome of *K. europaeus* SRCM101446 was feasible for this study and that the alignment results were sufficient to carry out subsequent expression qualification analysis. The sample group collected from the initial fermentation stage was set as the control group (CK) for the analysis regarding DEGs. Based on this, it was found that more genes were downregulated than upregulated when the fermentation entered mid and final stages, that is, 186, 361 genes were downregulated, while only 122,244 genes were upregulated at the mid and final stage of fermentation, respectively (Figure 3). In addition, it is also worth noting that the number of DEGs in the final stage was around twice as many as that in the mid stage, suggesting that cells were undergone more changes in biological activities in respond to the increasing amount of acetic acid.

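Among the genes with a value, 11.2% were DEGs at the mid stage and 22.0% at the final stage. There were 1.52 downregulated genes per upregulated gene at the mid stage and 1.48 at the final stage. The median log2 fold change over the authors' deposited table was 1.34 for the upregulated and -1.32 for the downregulated DEGs of the mid stage, and 1.59 and -1.50 for those of the final stage. DEGs were counted by the mean of the authors' values. Of the 193 genes with a mean under 10 at the mid stage, 1 was a DEG, against 42 of 520 from 10 to 100, 132 of 1270 from 100 to 1000 and 133 of 760 at 1000 or more. A 2-fold change alone was reached by 1, 43, 132 and 133 genes of these bins, so nearly all genes that changed 2-fold at the mid stage also reached the adjusted p. Shrinkage of low values, if it was applied, would lower these numbers under a mean of 10. At the final stage, the numbers of DEGs were 0 of 189, 78 of 516, 287 of 1287 and 240 of 759. The 0 of 189 came with 7 genes that changed 2-fold without reaching the adjusted p from DESeq2, and 94 genes changed 2-fold from 10 to 100. The smallest change that reached the adjusted p at the mid stage was 1.26 on the log2 scale under a mean of 10, where 1 gene reached it, and 0.13 at a mean of 1000 or more. Without a fold change threshold, 604 genes were upregulated and 666 downregulated at the mid stage, and 704 and 832 at the final stage. With a 4-fold in place of the 2-fold threshold, these numbers were 11 and 10, and 89 and 92, so that downregulated genes were no longer the more numerous at the mid stage. With a Bonferroni correction computed from the deposited p, an alternative chosen after the data were seen, 102 genes were upregulated and 167 downregulated at the mid stage, and 217 and 332 at the final stage.

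**Figure D2:**
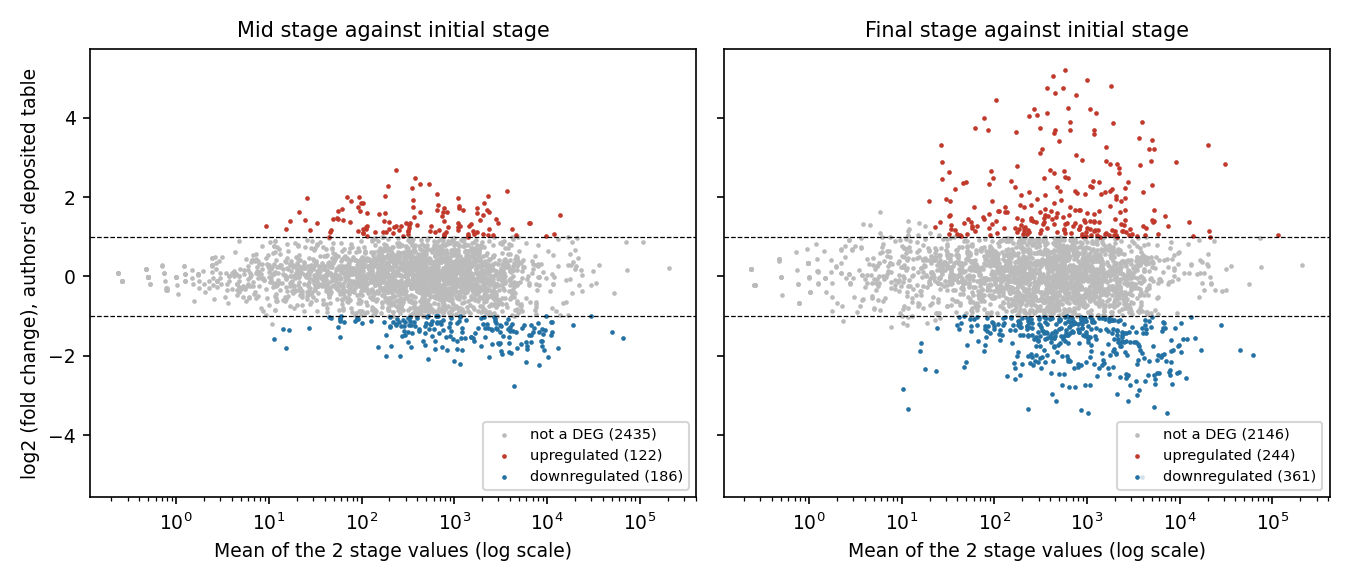
Log2 fold change of each gene in the authors' deposited table (vertical) against the mean of the 2 stage values (horizontal, the authors' scale, log), for the mid stage (left) and the final stage (right). Red points are upregulated and blue points downregulated DEGs, dashed lines mark a 2-fold change, and few DEGs lie under a mean of 10.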

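The numbers of DEGs, 605 at the final stage and 308 at the mid stage, have a ratio of 1.96. This ratio was 8.62 with a 4-fold threshold and 1.21 without a fold change threshold. Of the 2739 genes in both tables, 110 were upregulated and 184 downregulated at both stages, and 0 were called in opposite directions. A further 134 genes were upregulated and 177 downregulated at the final stage only, against 12 and 2 at the mid stage only. Among the 294 DEGs shared by both stages, 281 had the larger change at the final stage, of which 99 were upregulated and 182 downregulated. The log2 fold changes of the 2 stages were correlated across genes (Spearman's rho 0.904, Pearson's r 0.916), but both comparisons use the same initial samples and genes are not independent replicates, so no p was computed. The final stage was higher than the mid stage by 2-fold or more in 108 genes and lower in 32, taken as the difference of the 2 log2 fold changes, and this difference could not be tested without values per sample. The 2 log2 fold changes rest on unlike values of the initial stage, whose ratio between the tables ran from 0.491 to 1.17 over these genes.

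**Figure D3:**
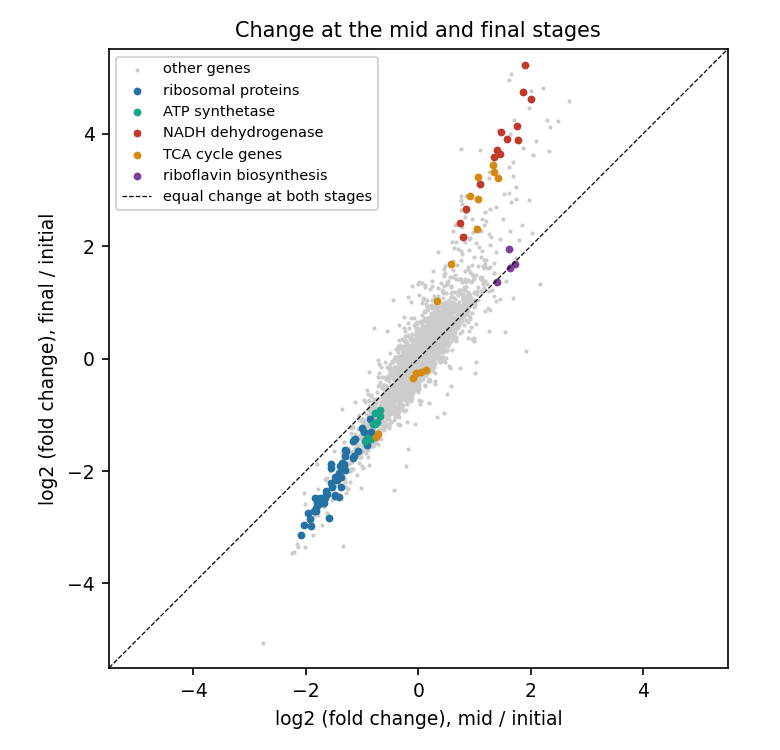
Log2 fold change of each gene at the final stage (vertical) against the mid stage (horizontal), both over the initial stage. Each point is 1 gene, coloured points are gene classes of Supplementary Table S2, and the dashed line marks an equal change at both stages.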

**Figure 3:**
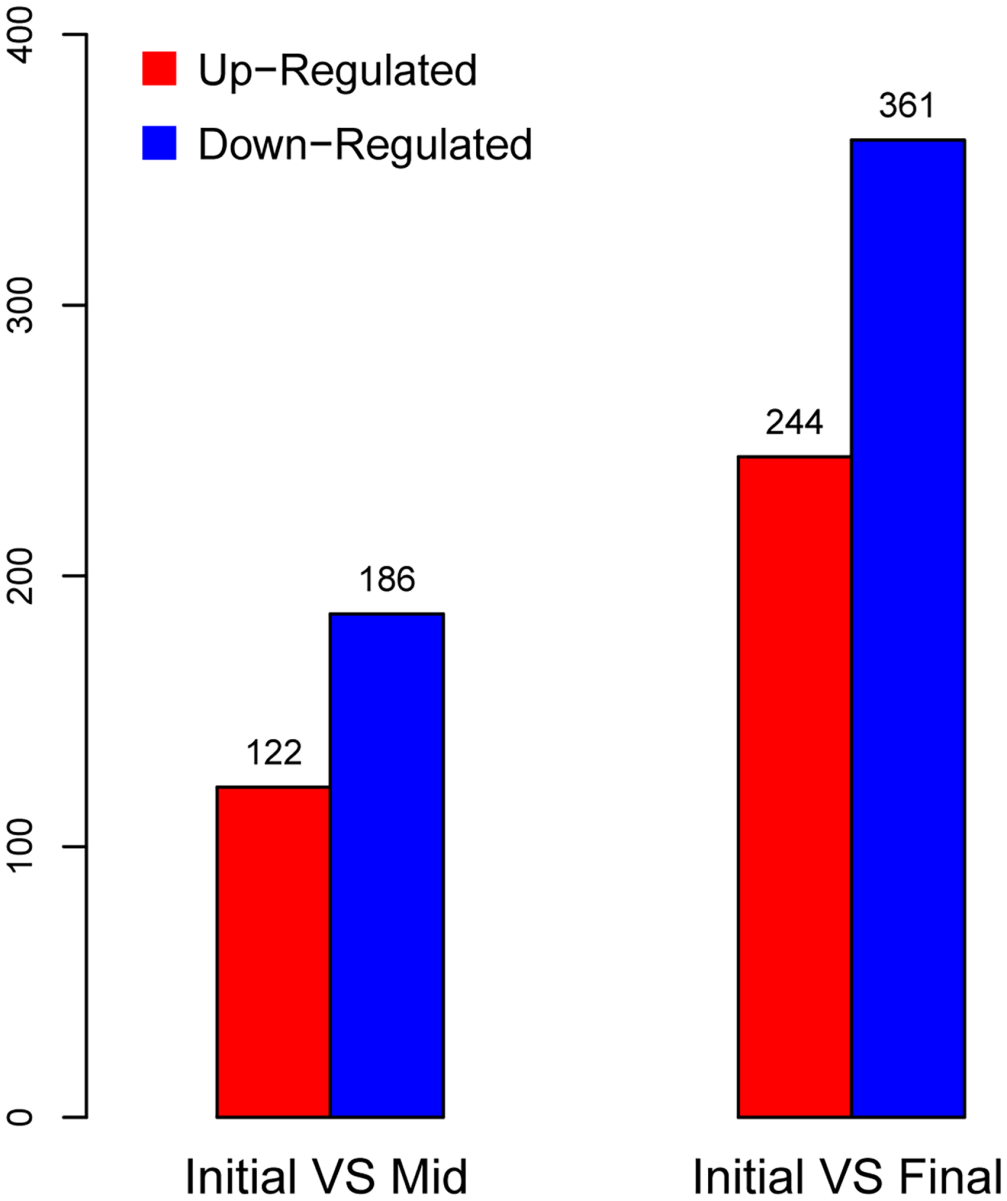
Statics of differently expressed genes (DEGs) within treatment samples.

In order to further elucidate the transcriptomic data and obtain more insight into the gene expression profile, the following paragraphs will present a detailed analysis based on KEGG enrichment analysis, of which the detailed results are shown in Supplementary Table S1.

### Detailed transcriptomic data analysis based on KEGG enrichment

#### TCA cycle and oxidative phosphorylation

Tricarboxylic acid cycle and oxidative phosphorylation both play critical roles in energy metabolism, in which, a large amount of NADH is produced by TCA cycle and will be further oxidated through oxidative phosphorylation, that is, respiratory chain, to generate PMF for ATP synthesis. In the context of AAB’s acetic acid production and AR mechanisms, both of these processes have gained much attention, as TCA cycle plays a dominate part in acetic acid overoxidation, while enzymes that produce acetic acid from incomplete ethanol oxidation, that is, PQQ-ADH and PQQ-aldehyde dehydrogenase (ALDH; Saichana et al., 2015), also form a special ethanol respiratory chain (Yakushi and Matsushita, 2010; Yang et al., 2019, 2022; Figure 4). It was found that KEGG terms of “TCA cycle” and “oxidative phosphorylation” were significantly enriched within the upregulated genes in both mid and final stages of fermentation (Supplementary Table S1). 

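The deposited annotation pairs genes with KEGG orthology numbers and GO terms but with no KEGG pathway, so DEGs were counted over the gene classes of Supplementary Table S2 and tested over GO terms, the latter being chosen after the data were seen. Of the 15 TCA cycle genes, 6 were upregulated and 0 downregulated at the mid stage, and 9 were upregulated and 2 downregulated at the final stage. Of the 14 NADH dehydrogenase genes, 11 and 14 were upregulated, and of the 4 succinate dehydrogenase genes 0 and 4. Together, 17 of these 33 genes were upregulated DEGs at the mid stage and 27 at the final stage, while 29 and 27 had a log2 fold change above 0. Not upregulated at the final stage were RS05760 to RS05775, annotated as dihydrolipoyl dehydrogenase and parts of pyruvate dehydrogenase. The others were the succinyl-CoA synthetase genes RS00155 and RS00160, which the paper describes as downregulated. The GO terms were tested with a one-sided Fisher's exact test against the 2043 and 2047 genes with a GO term, Benjamini-Hochberg adjusted over the 190 terms with 5 or more genes. In this exact test, the term tricarboxylic acid cycle held 3 upregulated genes of 14 at the mid stage (adjusted p = 0.365) and 10 of 14 at the final stage (adjusted p = 8.95e-07). For NADH dehydrogenase (ubiquinone) activity, 8 of 10 genes were upregulated at the mid stage (exact test, adjusted p = 8.3e-08) and 10 of 10 at the final stage (adjusted p = 2.47e-09). The paper's reported corrected p for the mid stage is 0.00461 for the KEGG term of the TCA cycle and 0.00134 for oxidative phosphorylation (Supplementary Table S1). That TCA cycle term is another set, with 6 of 22 genes upregulated at the mid stage against a background of 967 genes. The GO and KEGG tests are therefore not alike. Without adjustment, the exact test of the GO term gave p = 0.0211 at the mid stage.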

As TCA cycle is regarded as the major pathway responsible for acetic acid overoxidation, while the subsequently generated NADH and succinate can participate in electron transfer process that yields a large amount of ATP, the significant upregulation of almost all the genes involved in both metabolic processes and the enrichment of relevant KEGG terms may reflect that acetic acid overoxidation probably still contributes considerably to AR in AAB under acetic acid fermentation conditions, especially in terms of the energy metabolism, even though previously it was not regarded as the main AR-conferring mechanism during ethanol oxidation (Kanchanarach et al., 2010; Yang et al., 2019). In addition, it was also demonstrated that *acs* (RS16030, RS02790), *ackA* (RS13330), and *pta* (RS14395), of which the product convert acetic acid into acetyl-CoA, were all upregulated during the fermentation process, while significant changes in the expression of these genes was not observed in a previous transcriptomic study regarding *A. pasteurianus* (Yang et al., 2019). Moreover, *K. europaeus* simultaneously harbors genes encoding common succinyl-CoA synthetase complex (RS00155 and RS00160) and AarC (RS05360), where the former were downregulated and the latter was upregulated (Figure 4; Supplementary Table S2). These together might indicate that *K. europaeus*, especially under industrial submerged fermentation conditions, can overoxidize acetic acid in a more effective way, which is therefore in line with the fact that *K. europaeus* is able to tolerate more acetic acid than *A. pasteurianus* (Wang et al., 2015a; Barja et al., 2016). However, both in mid and final stages, changes in the expression of almost all of the genes encoding the components of ethanol respiratory chain, that is, PQQ-ADH and PQQ-ALDH, did not meet the set criteria of DEGs (fold change ≥2, Figure 4; Supplementary Table S2), probably due to the constant concentration of ethanol (around 3%) throughout the fermentation process. On the other hand, the fold change of PQQ-ADH genes, including *adhB* (RS14865), *adhA* (RS14870), and its two paralogs (RS07925 and RS01330), was higher than those of PQQ-ALDH, with RS14870 was even found upregulated more than 2-fold at the final stage of the fermentation (Supplementary Table S2), which may again emphasize the contribution of PQQ-ADH to the AR when cells are facing high concentration of acetic acid. In addition, genes encoding ATP synthetase complex were found downregulated under higher acidity conditions (Figure 4; Supplementary Table S2), which was more likely to be resulted from the stress of a large amount of acetic acid that was imposed on the cells.

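The median log2 fold change of the 14 NADH dehydrogenase genes over the authors' deposited table was 1.46 at the mid stage and 3.79 at the final stage. The 4 succinate dehydrogenase genes had medians of 0.81 and 2.78, and all 4 reached the adjusted p but not a 2-fold change at the mid stage. The 15 TCA cycle genes had medians of 0.58 and 1.69. The medians were set beside 10000 random lists of as many genes with similar values. They lay at percentiles of 100 and 100 for NADH dehydrogenase, 99.3 and 100.0 for succinate dehydrogenase, and 100.0 and 100 for the TCA cycle genes. The study chose these gene classes on the same samples and neighbouring genes are not independent, so a percentile is not a test. Among the TCA cycle genes, the authors' deposited table gives the highest log2 fold change to RS12230 (dihydrolipoyl dehydrogenase, chromosome 2642089 to 2643822) at the mid stage, with 1.42 (adjusted p = 4.95e-52), and to RS12225 (the E2 component of 2-oxoglutarate dehydrogenase, 2640761 to 2642020) at the final stage, with 3.44 (adjusted p listed as 0). The 4 genes RS05760 to RS05775, chosen after their values were seen and annotated as dihydrolipoyl dehydrogenase (RS05760) and parts of pyruvate dehydrogenase (the other three), were not upregulated, with -0.10 to 0.14 in the authors' deposited table of the mid stage and -0.35 to -0.20 in that of the final stage. In the 13 neighbouring NADH dehydrogenase genes from 1429832 to 1442864 on the chromosome, the change rose with position. In the authors' deposited table, RS06560 (subunit NuoN) at the start of this region had 0.79 (adjusted p = 7.55e-07) at the mid stage and 2.16 (adjusted p = 4.27e-71) at the final stage, while RS06620 (subunit A) at its end had 1.89 (adjusted p = 5.53e-08) and 5.22 (adjusted p = 1.52e-122). The lowest change of the class at the mid stage, 0.73 in the authors' deposited table, was that of RS06565 (subunit L), and the highest, 2.00, that of RS06610 (subunit C). The values of these 13 genes in the initial stage lay between 25.1 and 363.7, under the median of 369.0 over all genes of that column. The paper relates the upregulation of these genes and the enriched KEGG terms to acetic acid overoxidation, of which the TCA cycle is the major pathway, and above all to energy metabolism, as the cycle feeds NADH and succinate into electron transfer.

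**Figure D4:**
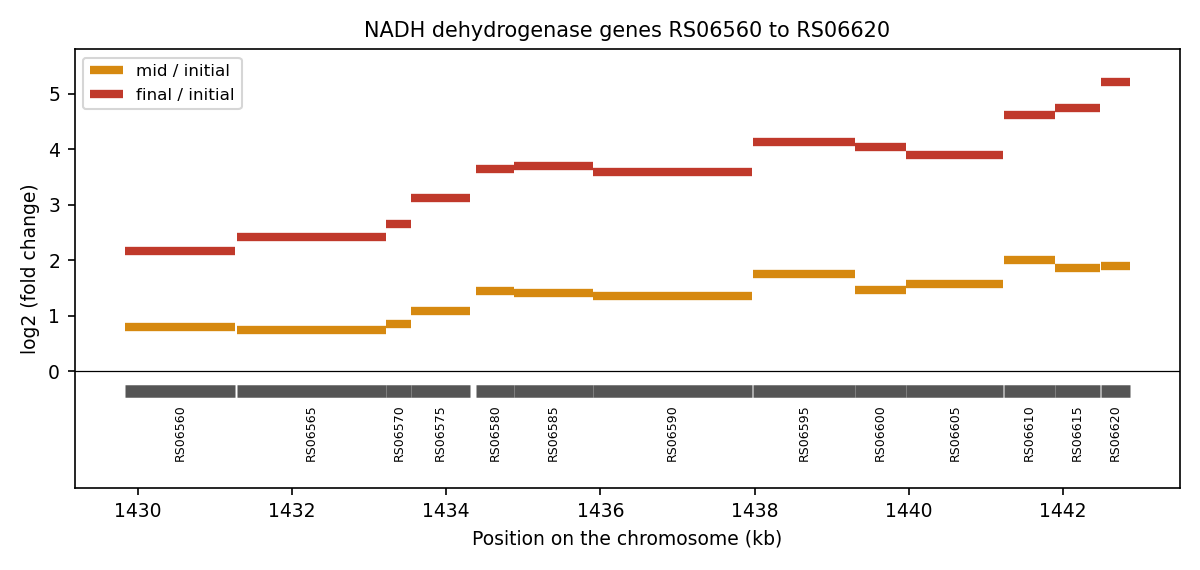
Log2 fold change in the authors' deposited table (vertical) of the 13 neighbouring NADH dehydrogenase genes against their position on the chromosome (horizontal, kb). Coloured bars span each gene at the mid (orange) and final (red) stage, dark bars are the genes, and the change at the final stage runs from 2.16 to 5.22.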

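The paper names 4 genes for the conversion of acetic acid into acetyl-CoA, RS16030, RS02790, RS13330 and RS14395. Their median log2 fold change was 0.47 at the mid stage and 1.12 at the final stage. All 4 values were above 0 at both stages, and 1 gene at the mid stage and 2 at the final stage were DEGs. For RS02790 (acetyl-CoA synthetase, chromosome 645059 to 645985), the authors' deposited table gives log2 fold changes of 1.97 (adjusted p = 2.13e-77) and 2.83 (adjusted p = 2.6e-221), and the gene moved from rank 1278 to rank 210 by its value between the initial and the final stage. RS16030 lies on the plasmid pKE1446-1 from 41454 to 43226 and is annotated as acetyl-CoA synthetase, with the KEGG orthology name propionyl-CoA synthetase. Its log2 fold changes in the authors' deposited table were 0.38 (adjusted p = 0.454) and 0.51 (adjusted p = 0.280), from a value of 43.0 in the initial stage. RS13330 (2878511 to 2879023), annotated in the deposited data as a hypothetical protein without a KEGG orthology number, had 0.48 (adjusted p = 0.150) and 0.77 (adjusted p = 0.00935) in the authors' deposited table. For RS14395 (bifunctional enoyl-CoA hydratase/phosphate acetyltransferase, 3130053 to 3131006), the values in the authors' deposited table were 0.45 (adjusted p = 0.0818) and 1.47 (adjusted p = 7.09e-14). RS11155 (2419187 to 2420397), chosen after its values were seen because the deposited annotation names it acetate kinase, had 1.68 (adjusted p = 1.06e-92) and 1.08 (adjusted p = 5.48e-35) in the authors' deposited table.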

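The alpha subunit RS00155 (chromosome 36579 to 37451) had a log2 fold change of -0.76 (adjusted p = 3.2e-23) at the mid stage and -1.39 (adjusted p = 6.49e-77) at the final stage in the authors' deposited table. For the beta subunit RS00160 (37456 to 38655), the authors' deposited table gives -0.71 (adjusted p = 1.64e-27) and -1.34 (adjusted p = 1.5e-119). RS05360, annotated as an acetyl-CoA hydrolase/transferase family protein with the KEGG orthology name succinyl-CoA:acetate CoA-transferase (1185757 to 1187274), had 0.92 (adjusted p = 2.12e-24) and 2.90 (adjusted p listed as 0) in the authors' deposited table. By its value, RS05360 moved from rank 663 in the initial stage to rank 341 in the mid stage and 58 in the final stage, while RS00160 moved from 112 to 171 and 290, and RS00155 from 225 to 379 and 566. At the mid stage, all 3 genes reached the adjusted p and stayed under a 2-fold change, and at the final stage all 3 were DEGs.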

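Of the 4 PQQ-ADH genes, 0 were DEGs at the mid stage and 1 at the final stage, although 2 and 4 of them reached the adjusted p from DESeq2. Of the 3 PQQ-ALDH genes, 0 were DEGs at either stage, and 1 and 2 reached the adjusted p. The median log2 fold change of the PQQ-ADH genes was 0.59 at the mid stage and 0.94 at the final stage, at percentiles of 97.2 and 98.2 among random lists of as many genes with similar values. The PQQ-ALDH genes had medians of 0.099 and -0.11, at percentiles of 67.9 and 48.9. By their values in the initial stage, the PQQ-ALDH genes ranked 16 (RS04900), 18 (RS04910) and 105 (RS04905, chosen after its values were seen) of all genes of the table, and 22, 19 and 86 in the final stage. These ranks are not corrected for gene length, and RS04905 is 474 bp long, against 2322 bp for RS04900 and 1329 bp for RS04910.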

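For adhA (RS14870, chromosome 3236105 to 3238324), the authors' deposited table gives log2 fold changes of 0.87 (adjusted p = 5.33e-71) at the mid stage and 1.05 (adjusted p = 1.26e-189) at the final stage. The values of adhB (RS14865) in the authors' deposited table were 0.87 (adjusted p = 4.6e-65) and 0.97 (adjusted p = 5.83e-165). The paralog RS07925 (1712785 to 1714095) had 0.31 (adjusted p = 0.160) and 0.90 (adjusted p = 1.89e-07) in the authors' deposited table, and the paralog RS01330 (294766 to 296928) had -0.075 (adjusted p = 0.808) and 0.59 (adjusted p = 0.00189). Among the PQQ-ALDH genes, the authors' deposited table lists 0.029 and -0.16 for RS04900, 0.10 and -0.11 for RS04905 (chosen after its values were seen), and 0.15 and -0.016 for RS04910. Ordered by log2 fold change among all genes, RS14870 ranked 174 at the mid stage and 241 at the final stage, RS14865 175 and 272, RS07925 707 and 314, and RS01330 1538 and 552. The highest PQQ-ALDH gene ranked 1020 at the mid stage and 1419 at the final stage, so that RS01330 alone among the PQQ-ADH genes ranked below PQQ-ALDH genes, and only at the mid stage.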

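The 9 genes of the ATP synthetase complex had a median log2 fold change of -0.78 at the mid stage and -1.17 at the final stage, at percentiles of 2.80 and 1.66 among random lists of as many genes with similar values. All 9 reached the adjusted p from DESeq2 at both stages, but 0 fell 2-fold at the mid stage and 7 at the final stage. The largest fall was that of RS11380 (subunit C, chromosome 2469397 to 2469621), for which the authors' deposited table gives -0.95 (adjusted p = 2.85e-16) and -1.47 (adjusted p = 8.4e-44). RS09905 (subunit epsilon, 2155692 to 2156117, chosen after its values were seen) and RS09925 (subunit delta, 2160094 to 2160690) stayed under a 2-fold change at the final stage, with -0.96 (adjusted p = 7.94e-27) and -0.91 (adjusted p = 1.18e-59) in the authors' deposited table. The gene RS11390 (2470446 to 2470787), outside Supplementary Table S2 and chosen after its values were seen, is annotated as AtpZ/AtpI family protein and had -0.999 (adjusted p = 5.64e-54) and -1.42 (adjusted p = 1.74e-132) in the authors' deposited table. Of the GO terms tested among downregulated genes of the final stage, coupling factor F(o) of the ATP synthase complex held 5 of 5 genes (one-sided Fisher's exact test, adjusted p = 0.00178).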

**Figure 4:**
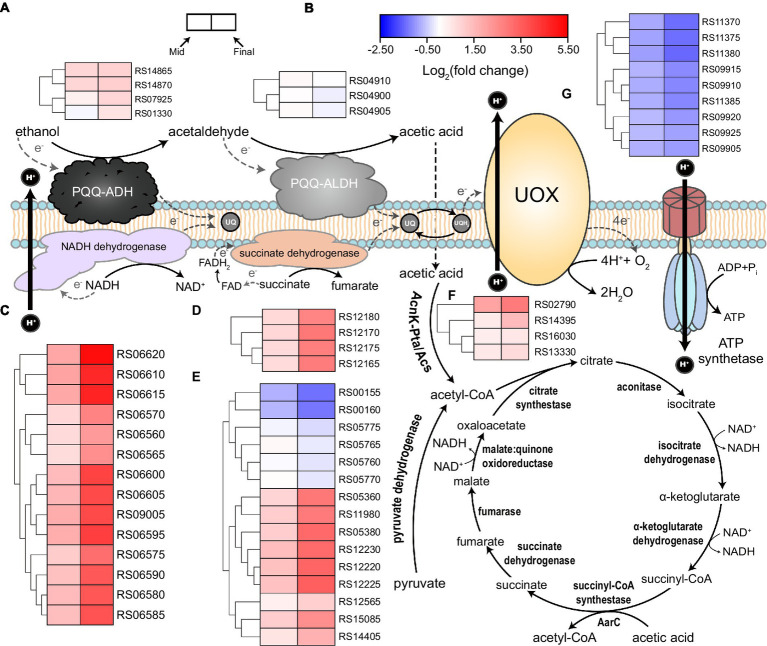
Illustration of respiratory chain and tricarboxylic acid (TCA) cycle together with the expression patterns of related genes. Acetic acid bacteria (AAB) cells possess both ethanol respiratory chain, which consists of PQQ-ADH and PQQ-ALDH, and common respiratory chain based on NADH and succinate dehydrogenase. Both respiratory chains deprive electrons from corresponding substrates and transfer them to ubiquinone (UQ), which is consequently reduced to ubiquinol (UQH_2_). UQH_2_ then transfers the electrons to ubiquinol oxidase (UOX) so that to be oxidized back to UQ. Finally, oxygen gains electrons from UOX, and then water is formed. NADH dehydrogenase and UOX are able to utilize the energy released from relevant redox reactions to expel protons out of the cells, generating proton motive force that can be used to yield ATP by ATP synthetase. Acetic acid produced by the ethanol respiratory chain from the incomplete oxidation of ethanol can penetrate into the cells and then is transferred to acetyl-CoA, which can be conducted either by the combination of acetate kinase (AckA) and phosphotransacetylase (Pta), or acetyl-CoA synthetase (Acs), or AarC. These processes enable acetic acid to enter TCA cycle and therefore act as a carbon source. Gene expression patterns (heatmap) together with the corresponding gene ID are present besides the relevant components or metabolic pathways, in which, **(A)** PQQ-ADH; **(B)** PQQ-ALDH; **(C)** NADH dehydrogenase; **(D)** succinate dehydrogenase; **(E)** TCA cycle; **(F)** AckA, Pta, and Acs; and **(G)** ATP synthetase. Detailed gene annotations and expression data are shown in Supplementary Table S2.

#### Riboflavin biosynthesis pathway and succinate-semialdehyde dehydrogenase

“Riboflavin metabolism” is another KEGG term that was significantly enriched within the upregulated genes (Supplementary Table S1). Subsequently, we discovered that all the genes responsible for riboflavin biosynthesis were upregulated at both mid and final stages of fermentation (Figure 5). 

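The 4 riboflavin biosynthesis genes lie side by side on the chromosome from 2440222 to 2443727. Their median log2 fold change was 1.62 at the mid stage and 1.65 at the final stage, at percentiles of 100 and 99.8 among random lists of as many genes with similar values, and neighbouring genes are not independent. RS11250 (RibD) had 1.61 (adjusted p = 3.57e-74) and 1.94 (adjusted p = 3.3e-137) in the authors' deposited table. For RS11255 (riboflavin synthase), the authors' deposited table gives 1.72 (adjusted p = 7.84e-41) and 1.68 (adjusted p = 5.85e-44), and for RS11260 (3,4-dihydroxy-2-butanone-4-phosphate synthase) 1.64 (adjusted p = 7.22e-81) and 1.61 (adjusted p = 6.7e-112). RS11265 (6,7-dimethyl-8-ribityllumazine synthase) had 1.40 (adjusted p = 8.9e-33) and 1.35 (adjusted p = 2.58e-31) in the authors' deposited table. From the mid to the final stage, 1 of the 4 genes rose further and 3 did not. RS09030 (1959341 to 1960300), chosen after its values were seen, is annotated as bifunctional riboflavin kinase/FAD synthetase and had -0.16 (adjusted p = 0.236) and -0.37 (adjusted p = 0.00248) in the authors' deposited table.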

Riboflavin can act as the backbone of a variety of relevant derivatives (such as FMN and FAD) that consist of several flavoproteins, which are mainly involved in a series of redox biochemical reactions and photosensitization (García-Angulo, 2017). To our knowledge, currently, there is no report concerning the effect of light on *K. europaeus* and other AAB species. Hence, it is reasonable to assume that the upregulation of riboflavin biosynthesis pathway mainly contributed to redox processes, especially those related to energy metabolism, which might be a very important biological activity during later stages of acetic acid fermentation. 

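Succinate-semialdehyde dehydrogenase is the name given by the deposited KEGG orthology to 4 genes, of which RS02400 and RS06215 are in Supplementary Table S2 and RS01790 and RS08085 were chosen after their values were seen. RS02400 (chromosome 559291 to 560682) had a log2 fold change of 1.63 (adjusted p = 1.66e-42) at the mid stage and 2.27 (adjusted p = 8.72e-106) at the final stage in the authors' deposited table, and RS06215 had 1.46 (adjusted p = 1.42e-85) and 2.12 (adjusted p = 1.33e-272). RS01790 (412473 to 413942) had 0.13 (adjusted p = 0.322) and 0.067 (adjusted p = 0.612) in the authors' deposited table. For RS08085 (1749926 to 1751317), the authors' deposited table gives 0.059 (adjusted p = 0.418) and 0.085 (adjusted p = 0.0945). By value in the initial stage, RS08085 ranked 60, RS06215 529, RS01790 779 and RS02400 1381, and in the final stage 43, 81, 745 and 422. The median of RS02400 and RS06215 lay at percentiles of 100.0 and 99.1 among random pairs of genes with similar values.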

Besides, KEGG term of “Butanoate metabolism” was also present in the enriched list within upregulated genes (Supplementary Table S1), where only genes coding for enzymes related to succinate metabolism were upregulated, including succinate dehydrogenase complex, AarC, and two NAD^+^-dependent succinate-semialdehyde dehydrogenases. Succinate-semialdehyde dehydrogenase catalyzes the oxidation of succinate-semialdehyde, which yields succinate and is involved in glutamate metabolism (Fuhrer et al., 2007). As it is well-known that succinate dehydrogenase complex, of which the relevant genes were also found upregulated in this study, operates in an FAD-dependent manner and therefore requires the support of riboflavin supply, these findings here together may suggest a critical role of succinate when AAB cells have to deal with the relatively high amount of acetic acid, in particular, under the context of succinate oxidation within the field of energy metabolism.

**Figure 5:**
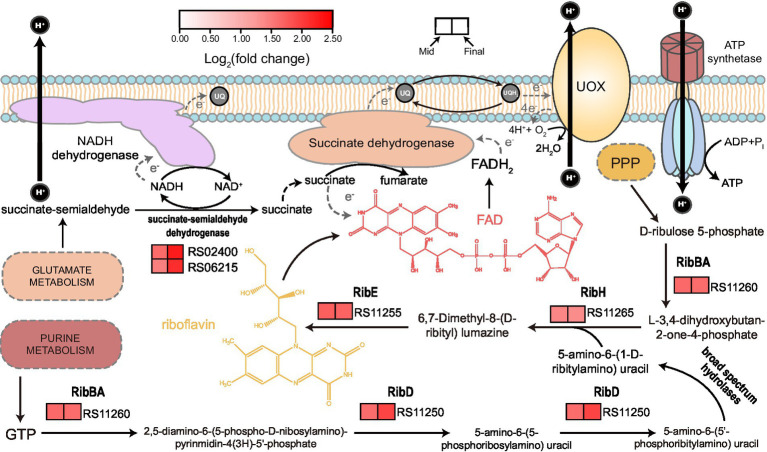
Illustration of riboflavin biosynthesis and its relationship to succinate oxidation together with relevant gene expression patterns. GTP from purine metabolism and D-ribulose 5-phosphate from pentose phosphate pathway (PPP) act as the start point of riboflavin biosynthesis. FAD is one of the derivatives of riboflavin and is related to succinate oxidation, which is a part of respiratory chain, as demonstrated in Figure 4. Succinate can be also obtained from oxidation of succinate-semialdehyde in an NAD^+^-dependent manner, which is also related to glutamate metabolism. Expression patterns (heatmap) with relevant gene ID are shown besides the biochemical reactions catalyzed by the corresponding gene products. Detailed expression data and gene annotations are listed in Supplementary Table S2. RibBA, 3,4-dihydroxy-2-butanone-4-phosphate synthase; RibD, bifunctional diaminohydroxyphosphoribosylaminopyrimidine deaminase; RibE, riboflavin synthase; and RibH, 6,7-dimethyl-8-ribityllumazine synthase.

#### Downregulated ribosome-related protein-coding genes

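Among downregulated genes, 12 of the 190 GO terms tested had an adjusted p of 0.05 or less at the mid stage and 15 at the final stage, against 3 and 7 among upregulated genes (one-sided Fisher's exact test, Benjamini-Hochberg adjusted over the terms of each list, a choice made after the data were seen). The lowest adjusted p of the exact test was that of structural constituent of ribosome, with 48 of 54 genes at the mid stage (adjusted p = 5.29e-47) and 52 of 54 at the final stage (adjusted p = 6.98e-40). Outside the ribosome and translation, cobalamin biosynthetic process held 7 of 18 downregulated genes at the mid stage (exact test, adjusted p = 0.00737) and 9 of 18 at the final stage (adjusted p = 0.00845). Fatty acid biosynthetic process and 'de novo' IMP biosynthetic process each held 7 of 13 at the final stage (exact test, adjusted p = 0.0168). In the KEGG terms of Supplementary Table S1, the paper's reported corrected p is 0.05 or less for 3 terms among downregulated genes of the mid stage, which are Ribosome, Valine, leucine and isoleucine biosynthesis, and C5-Branched dibasic acid metabolism, and for 2 at the final stage, which are Ribosome and C5-Branched dibasic acid metabolism.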

Among downregulated genes, there were almost no KEGG terms that were significantly enriched, except for “Ribosome” (Supplementary Table S1). 

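The 52 ribosomal protein genes of Supplementary Table S2 had a median log2 fold change of -1.51 at the mid stage and -2.28 at the final stage. Both medians lay below those of all 10000 random lists of 52 genes with similar values, whose central 95% at the final stage spanned -0.36 to 0.19. Of the 52 genes, 48 were downregulated DEGs at the mid stage and 52 at the final stage, and all 52 reached the adjusted p from DESeq2 at both. Together they made up 10.3% of the sum of the authors' values in the initial stage, 4.14% in the mid stage and 2.66% in the final stage. The largest fall was that of RS07510 (50S ribosomal protein L30, chromosome 1630365 to 1630553), for which the authors' deposited table gives -2.09 (adjusted p = 4.46e-50) and -3.13 (adjusted p = 1.73e-81). The smallest at the mid stage was that of RS07485 (30S ribosomal protein S11, 1626629 to 1627021), with -0.85 (adjusted p = 1.16e-46) in the authors' deposited table. At the final stage, the smallest was that of RS14520 (50S ribosomal protein L34, 3153372 to 3153506), with -1.07 (adjusted p = 0.00603) in the authors' deposited table from a value of 81.8 in the initial stage, and this gene was no longer called with an adjusted p of 0.001 or less. By KEGG orthology, 54 genes encode ribosomal proteins. The 2 outside Supplementary Table S2, chosen after their values were seen, are RS06820 (S21), with -0.52 (adjusted p = 0.0201) and -0.68 (adjusted p = 0.00208) in the authors' deposited table, and RS12765 (L36), with -0.30 (adjusted p = 0.686) and -0.87 (adjusted p = 0.381) from a value of 2.32.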

Many ribosomal protein-coding genes were significantly downregulated during the mid and final stages of the fermentation (Figure 6). Previously, proteomic analysis indicated that ribosomal proteins would be downregulated as the concentration of acetic acid increases (Andrés-Barrao et al., 2012; Xia et al., 2016b). In addition, a recent transcriptomic study regarding *K. europaeus* also demonstrated that genes encoding ribosomal proteins were downregulated during the fermentation process (Wang et al., 2021). Hence, our results here once again suggest that the downregulation of the expression of ribosomal proteins may initiate at the transcription level. As their critical role in protein biosynthesis, ribosomes are always essential for all kinds of biological activities. Therefore, the downregulation of ribosome-related genes might actually reflect the stress from high concentration of acetic acid. However, at present, more evidence is still required to clarify the actual relationship between the downregulated ribosome-related genes and high acetic acid concentration.

**Figure 6:**
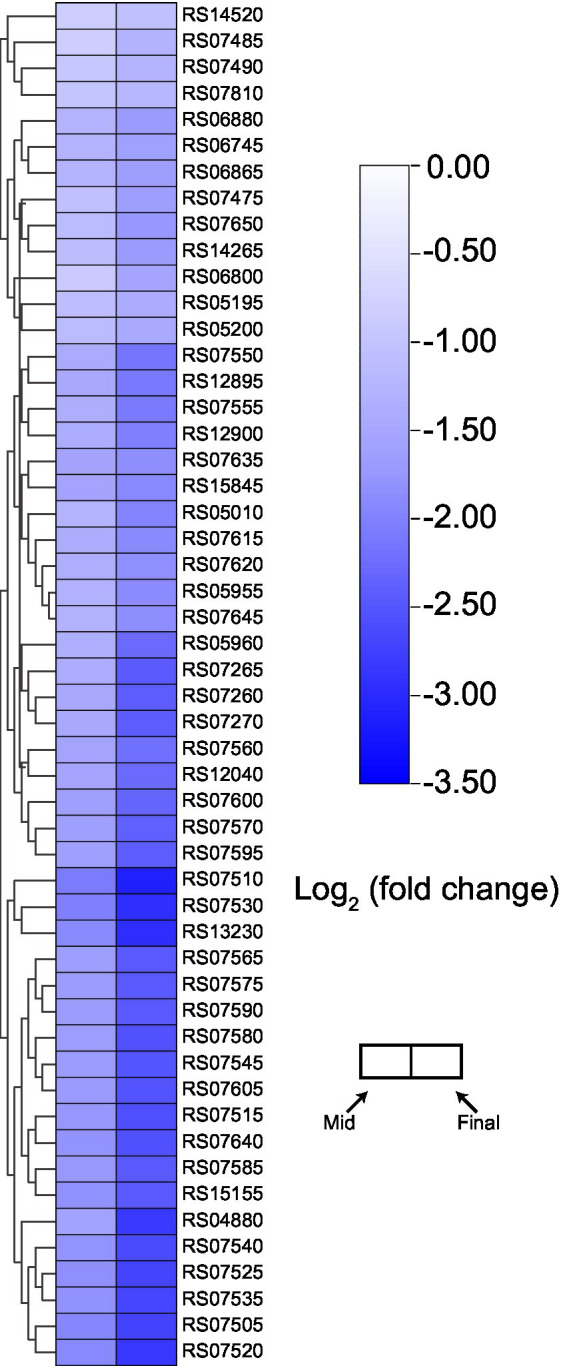
Expression pattern of genes encoding ribosome component. Detailed gene annotation and expression data are listed in Supplementary Table S2.

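Without the ribosomal protein genes, 138 downregulated genes were left at the mid stage and 309 at the final stage. A KEGG orthology number was given for 157 of the 186 downregulated genes at the mid stage and 291 of the 361 at the final stage, against 63 of 122 and 135 of 244 upregulated genes. As hypothetical proteins were annotated 11 and 28 downregulated genes and 24 and 43 upregulated genes. Among genes with a mean value of 100 or more, the largest fall at both stages was that of RS13750 (phosphogluconate dehydratase, chromosome 2979431 to 2981269), for which the authors' deposited table gives -2.77 (adjusted p = 4.93e-250) and -5.06 (adjusted p listed as 0). Its neighbour RS13745 (2-dehydro-3-deoxy-phosphogluconate aldolase, 2978770 to 2979384) had -2.20 (adjusted p = 1.1e-96) and -3.44 (adjusted p = 1.77e-182) in the authors' deposited table. The large subunit of acetolactate synthase, RS10980 (2383742 to 2385562), had -2.24 (adjusted p = 1.16e-198) and -3.45 (adjusted p listed as 0) in the authors' deposited table. By value, RS13750 moved from rank 92 in the initial stage to rank 693 in the mid stage and 1629 in the final stage.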

Other downregulated genes were expected to involve in a wider range of different metabolic processes, as the fact that they accounted for the majority of DEGs but were rarely enriched to certain KEGG terms. Meanwhile, although more KEGG terms were enriched within the upregulated genes, it was hard to obtain clear clues from most of the enriched terms, as many upregulated genes within these terms cannot form intact presently known and curated metabolic pathways. Therefore, it is difficult to clarify the relationship between these genes and biological activities under acetic acid fermentation conditions at present, which requires further comprehensive and detailed studies.

## Discussion

In this study, we reported an RNA-Seq transcriptomic analysis of AAB concerning their AR mechanisms under acidity between ~8% and ~ 12%, the highest acidity as far we know for transcriptomic studies. Besides, our samples were directly taken from the production line of an industrial submerged acetic acid fermentation process, revealing gene expression patterns under realistic application background. Therefore, we believe the results presented in this study are of more practical value, which simultaneously can provide important evidence to support AR mechanisms that were proposed previously.

Our analysis reflected that the contribution of overoxidation of acetic acid to AR during fermentation may not be ignored, although the catabolism of acetic acid has been regarded as undesired and suppressed to some extent during acetic acid fermentation, since it is contradictory to the aim and the fact of the accumulation of a large amount of acetic acid (Kanchanarach et al., 2010; Yang et al., 2019). Besides, in a previous transcriptomic analysis, the shift of the main means of energy supply from ethanol oxidation to acetic acid overoxidation was presented, in which the degree of downregulation (compared to non-ethanol-oxidating conditions) of both TCA cycle and oxidative phosphorylation process based on NADH and succinate dehydrogenases was alleviated as the fermentation went by (Yang et al., 2019), a finding that was actually in accordance with the upregulation of both of these processes shown in this study. The trade-off between the common respiratory chain and the special respiratory chains for oxidative fermentation may extensively exist among more AAB species (Kostner et al., 2015). Unfortunately, here, we could not provide more direct evidence supporting this shift. This might be due to the reasons from two aspects. Firstly, in the aforementioned transcriptomic study, the control sample was collected from the culture without producing acetic acid, which was unable to be performed under industrial submerged fermentation conditions in this study, and consequently, we could not show the expression patterns of relevant genes that are exactly similar with previous one, in particular, drastic downregulation of TCA cycle and common respiratory chain at the initial stage of fermentation was absent. Secondly, significant downregulation of genes coding for ethanol respiratory chain was also not observed in this study (Figure 4). As the concentration of ethanol was always kept around 3% throughout the fermentation process, cells might use ethanol respiratory chain to constantly oxidize ethanol for energy generation. From this point of view, the balance effect between the two different respiratory chains and different means of energy metabolism may not be as obvious and necessary as under the conditions of previous studies. Furthermore, the expression of genes encoding the PQQ-ADH complex retained at a relatively high level during the whole fermentation period, while gene *adhA* was even up-regulated about 2-fold at the final stage (Figure 4; Supplementary Table S2), which probably suggested again the importance of PQQ-ADH in AR.

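By the authors' value, which is not corrected for gene length, adhA (RS14870) ranked 3 among all genes in the initial stage and 2 in the mid and final stages, with 75112 and 155193 in the initial and final stages of the final table. The gene adhB (RS14865) ranked 7 in the initial stage and 3 in the mid and final stages, with 49334 and 96716. Rank 1 at each stage was held by RS14890 (cytochrome o ubiquinol oxidase subunit I, chromosome 3241894 to 3243888). The paralogs lay far lower, with RS07925 at ranks 1621, 1507 and 1251, and RS01330 at ranks 1650, 1670 and 1396 in the initial, mid and final stages. The value of RS01330 in the final stage was 338.3, under the median of 357.6 over all genes of that column.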

Succinate, the compound itself and/or the related metabolisms, may also play a considerable part in stress respond during acetic acid fermentation. In this study, genes coding for enzymes that participate in several processes with regard to succinate were found upregulated, including succinate-semialdehyde dehydrogenases (Figure 5), AarC, and succinate dehydrogenase complex (Figure 4). Both succinate-semialdehyde dehydrogenases and AarC catalyze reactions generating succinate, while succinate dehydrogenase is responsible for its oxidation. It is worth noting that succinate-semialdehyde dehydrogenases may also be associated with glutamate metabolism, while adding glutamate was found positively related to AR in *A. pasteurianus* (Yin et al., 2017). Hence, it is possible that the additional glutamate in the culture strengthened the AR partially by means of the enhanced succinate supply. In addition, adding succinate has been proven to be able to enhance acetic acid fermentation (Qi et al., 2013) while two previously proposed potential AR-conferring metabolic pathways in *Acetobacter* strains, that is, 2-methylcitrate cycle (Yang et al., 2019) and glyoxylate pathway (Sakurai et al., 2013), can also result in an additional supply of succinate. These findings altogether may further demonstrate the relationship between succinate and AR. Moreover, genes within the riboflavin biosynthesis pathway were significantly upregulated as well (Figure 5), which was assumed to link with succinate oxidation to some extent. Under such context, it is suggested that the involvement of succinate in AR of AAB may particularly lie in the contribution to the common respiratory chain, which was also found upregulated (Figure 4) and discussed above. Therefore, we believe that the further investigation into the relationship between succinate, perhaps also together with its oxidation metabolism, and AR may lead to more novel findings.

Although downregulated genes accounted for a large fraction of DEGs (Figure 3), almost all of their KEGG terms did not show significant enrichment, with the exception of “Ribosome” (Figure 6; Supplementary Table S1). The downregulation of ribosome-related genes under higher acidity conditions, both on transcription (Wang et al., 2021) and translation level (Andrés-Barrao et al., 2012; Xia et al., 2016b), was also demonstrated previously. Besides, genes coding for ATP synthetase complex were as well downregulated at the mid and final stages of fermentation (Figure 4), despite that the related KEGG terms were not significantly enriched within downregulated genes. The degree of downregulation of genes related to ATP synthetase and ribosome, which are both well-known to be vital to the basic biological activities of the cells, even increased at the final stage of fermentation (Figures 4, 6). However, it is incredible to draw such a conclusion that the downregulation of the essential genes is beneficial to the cells, or, these genes are harmful to the cells under stressful environment. On the other hand, since here we are quite in short of more compelling evidence, it is as well not easy to confirm that the downregulation itself actually reflected the stress, that is, the adverse conditions inhibit the expression of these genes, resulting in a number of negative effects on cells’ living activities, even though we would tend to accept this explanation. 

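Of the 9 ATP synthetase genes, 9 had a lower log2 fold change at the final than at the mid stage, with a median difference of -0.39. The same held for 52 of the 52 ribosomal protein genes, with a median difference of -0.72. Both comparisons share the initial samples, and no test of the mid against the final stage could be computed without values per sample. In the other direction, 14 of the 14 NADH dehydrogenase genes had a higher log2 fold change at the final than at the mid stage, with a median difference of 2.27.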

Do cells need actively downregulate these genes to cope with the stress, or, they are just unable to maintain the normal expression when encountering the stress? This is the question that all omics studies may need to handle, which, however, we pessimistically believe that none of the relevant omics studies can properly answer at the moment. In addition, although it is more rational to presume that cells would upregulate some genes and choose corresponding mechanisms to effectively deal with the stress, the upregulation may also instead act as the reflection of how the cells struggle within the stress, trying to seize the little opportunity for their survival. From this point of view, the relationship between DEGs and the stress might be more ambiguous and complicated than we expected and is hard to be clearly and objectively elucidated without further investigation. Consequently, we believe that researchers may need to be more cautious when discussing the effect of DEGs on stress responses, especially in the case of down-regulated genes. Besides, more comprehensive investigations are required to be involved to provide more experimental evidence for clarifying the relevant mechanisms in detail.

In this transcriptomic analysis, we obtained the expression patterns of many genes that were similar with the previous studies (Yang et al., 2019; Wang et al., 2021), even though the acidity we presented here was much higher. Nevertheless, it is worth noting that our sampling scheme was also similar with the previous ones, that is, we all planned to collect the samples at different stages of the fermentation. Thus, the combined changes of various factors within the environments of different fermentation stages are expected to have a greater impact on gene expression than acetic acid concentration alone. On the other hand, it is reasonable to expect that upon the survival of the cells, AR mechanisms of AAB work in a more effective way in high acidity environment than under low-acidity conditions. To this end, some physiological changes would be likely to affect the AR to a larger extent than alterations in gene expression, perhaps, such as the previously proposed but yet to be characterized PMF-dependent acetic acid pumping-out system (Matsushita et al., 2005). Additionally, AatA, an ATP-binding cassette transporter for acetic acid, was proved to be involved in AR in AAB (Nakano et al., 2006; Nakano and Fukaya, 2008). However, the transcription of gene *aatA* did not show a significant change as the acidity increased during fermentation (Sakurai et al., 2012; Yang et al., 2019), indicating that the contribution of AatA may not be reflected on the transcription level. In fact, the AR and acetic acid productivity of AAB has been regarded as unstable, as the relevant abilities might be immediately lost without genetical changes if the cells are grown in a acetic acid-free or non-ethanol-oxidating environment (Azuma et al., 2009), which may suggest that maintaining a specific physiological status is crucial to the capabilities of defending the stress from acetic acid. In this case, omics studies focusing on gene expression may have less chance to find out the key factor in AR mechanisms. As a result, researchers probably have to pay more attention to the investigation on physiological activities in terms of AAB’s AR mechanisms.

In general, we believe that something other than gene expression could make a more considerable difference in the AR mechanisms of AAB. Therefore, physiological analysis with regard to this field deserves more efforts from the scientists. Additionally, molecular biological research concentrating on the relevant genetic background is still one of the indispensable parts in terms of clarifying the underlying mechanisms. Hence, the combination of molecular biology and physiology research would be a better choice for related studies. Overall, we expect that by carrying out more well-designed and comprehensive studies, a deeper understanding and knowledge of the overall AR mechanism of AAB will be gained in the further.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary material.

## Author contributions

FC supervised the entire work and planned the experiments. HY carried out the majority of experiments, performed the analysis, and wrote the manuscript. YH and JL participated in the preparation of the figures. XL is in charge of the submerged fermentation and revised the manuscript. JZ contributed to 16S rRNA analysis. WL and FC revised the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This work was funded by Major Special Projects of Technological Innovation of Hubei Province, China (No. 2018ABA075), Programs of International S&T Cooperation, Ministry of Science and Technology, China (No. 2014DFG32380), and China Scholarship Council (202006760070).

## Conflict of interest

XL and JZ are employed by the company Jiangsu Hengshun Vinegar Industry Co., Ltd.

The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

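Gene expression of K. europaeus was measured by RNA-Seq in 6 samples from an industrial submerged acetic acid fermentation, 2 from each of the 3 stages, at acidities of 8.1% (initial, 0.5 h), 10.5% (mid, 12.5 h) and 11.7% (final, 16.5 h). All samples came from 1 fermentor and 1 fermentation period. The stages were matched to the samples through the sample titles and the acidity in their labels. Before the values were deposited, the authors removed rRNA, mapped the reads to the genome and genes of K. europaeus SRCM101446 with HISAT and Bowtie2, computed expression values with RSEM and compared the stages with DESeq2.

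The stage columns of both deposited tables hold 1 signal value per gene and stage, in which the authors merged the 2 samples, on a scale of the authors' own. The column names give FPKM as the unit, but the sums over gene length and the slope on gene length exceed what FPKM allows, and the initial stage carries other values in each table. These signal values were used as ranks within a stage, as ratios between stages of 1 table, as means per gene for bins and filters, and as shares of the column sum. The log2 fold changes are the authors' own, as deposited, and equal the log2 ratio of the stage values. Whether the stage values were taken from the fitted model, and the fold changes shrunk in it, is not known. The small number of 2-fold changes among genes with a mean value under 10 points to shrinkage at low values. The p-values, without and with adjustment, are the authors' own from DESeq2, as deposited, and the adjusted p equals a Benjamini-Hochberg adjustment although the methods name a Bonferroni correction. In the final table, 41 genes have a p listed as 0. Library sizes and values per sample are unknown, so no standard deviations between samples and no test between stages of its own could be given. No intervals of the log2 fold changes were derived from their p. The precision per expression level was read from the smallest change that reached an adjusted p of 0.05.

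The tables were read with Python 3.11, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. A gene was called a DEG at the authors' adjusted p of 0.05 or less and a fold change of 2 or more. The rule for tables of merged values, to take the authors' comparison with the thresholds of the methods, was set before the data were examined. That the deposited adjusted p, and not a Bonferroni correction computed from the deposited p, stands for the threshold of the methods was settled after the numbers of DEGs under both had been seen, and the deposited adjusted p gives the numbers of DEGs that the paper states. Of the genes, 2266 of the mid table and 2269 of the final table have the same length in the RefSeq annotation of SRCM101446, and coordinates are given only for genes of equal length. All 222 log2 fold changes of the 111 genes in Supplementary Table S2 equal the deposited ones to within 0.0001, and the values of its initial stage are those of the final table.

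Gene classes were taken from Supplementary Table S2. For each class, the median log2 fold change was compared with 10000 random lists of as many genes drawn from the same of 10 bins of the mean value (seed 1). Named genes followed a rule set before the data were examined: every gene the paper names by locus, the highest and the lowest gene of each class in each comparison, the 5 largest increases and the 5 largest decreases per comparison among DEGs with a mean value of 100 or more, and the 5 genes with the highest value in the initial and in the final stage. Values in the paper's tables had been seen when the rule was set. Genes outside the rule are said in the text to have been chosen after their values were seen. Keyword searches over the annotation and lists of the largest changes were looked at before most of the tests of explanations were set.

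Since the deposited annotation gives no KEGG pathway per gene, KEGG enrichment was not computed, and GO terms with 5 or more genes were tested instead, with a one-sided Fisher's exact test and Benjamini-Hochberg adjustment over 190 terms per list. This choice was made after the data were seen. Positions along the NADH dehydrogenase genes were tested with two-sided permutation tests of 100000 permutations. The GO test was tested on simulated data: with 1 planted term among the 2743 genes of the mid table and the 2751 of the final table, the planted term ranked 1 of 190 in each.

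The alternatives tried were log2 fold changes re-centred on the median gene, scaling without the ribosomal protein genes and the 20 genes with the highest values, a mean value of at least 10 or 100, a Benjamini-Hochberg adjustment computed from the deposited p, an adjusted p of 0.001, fold changes of 1.5 and 4 and none, the log2 ratio of the stage values, the mean in place of the median of a class, and, chosen after the data were seen, a Bonferroni correction computed from the deposited p. A class median was taken as unmoved within 0.1 on the log2 scale, and a log2 fold change as equal to the paper's within 0.01. Both tolerances were chosen after the data were seen, since no spread between replicates was at hand. After their values were seen, the readings of 2 tests of explanations (another gene copy and plasmid copy number) were changed from excluded to open. That of shrinkage along the NADH dehydrogenase genes was changed from excluded to open and, with 95% limits from Fisher's z added, to excluded as the whole cause. Its limit of 0.5, and the use of the mean, geometric mean and final values beside the initial value, were chosen after the correlation with the initial value was seen. For the genes with the largest changes, the test of scaling was changed from a count of genes in turn to their smallest change, to the numbers of DEGs in each direction and to the interquartile range of log2 fold changes.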

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

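The tests of scaling between libraries and of the other chaperone genes were chosen only after the result was seen. The remaining tests here were chosen before the values they measure were seen, though after the largest changes had been looked at. Each result here is a large change of a gene that the paper does not discuss. All log2 fold changes are those of the authors' deposited table, and the design gives acidity, time and medium only together.

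Among DEGs with a mean value of 100 or more, the largest increases at the mid stage were those of RS01665 (type 1 glutamine amidotransferase) with 2.67, RS02080 (catalase) with 2.48, RS13925 (ferritin-like domain-containing protein) with 2.34, RS13920 (aldehyde dehydrogenase) with 2.33 and RS02445 (N-acyl-D-glutamate deacylase) with 2.28. At the final stage, the largest outside Supplementary Table S2 were those of RS08265 (oxidoreductase) with 5.06, RS08270 (aromatic ring-hydroxylating dioxygenase subunit alpha) with 4.95, RS10705 (hypothetical protein) with 4.82 and RS01670 (hypothetical protein) with 4.76. A difference in scaling between libraries would move all genes alike and leave no spread between genes beyond noise. Over the genes with a mean value of 1000 or more, the interquartile range of the log2 fold changes, which centring does not alter, was 0.85 at the mid stage (760 genes) and 1.18 at the final stage (759 genes), where changes of 0.13 and 0.11 reached the adjusted p. Of these genes, 581 at the mid stage and 639 at the final stage reached the adjusted p, so noise between the samples of a stage does not alone give the spread. Variation between fermentation periods or fermentors was not measured. The spread argues against 1 scaling factor per library as the whole cause of the changes. The change of the fermentation stage stays open and was not tested apart from acidity or time, as do reads of another organism in the broth, for which no test was run. A response of these genes to the later stages may be put forward only as a hypothesis.

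The largest decreases at both stages were those of RS13750 (phosphogluconate dehydratase), with -2.77 at the mid stage and -5.06 at the final stage. Its neighbour RS13745 (2-dehydro-3-deoxy-phosphogluconate aldolase) had -2.20 and -3.44. These enzymes form the Entner-Doudoroff pathway. If less sugar entered the pathway as a whole, the other genes of glucose and gluconate entry might be lower as well, although their RNA need not follow the supply of sugar. The 8 such genes, by KEGG orthology, had a median of 0.61 at the final stage, with values from -0.58 to 2.27. This argues against a fall of all entry genes. The supply of sugar itself was not measured, so whether less sugar entered stays open. Reads shared with another copy cannot be told apart from a fall of these genes, because 0 other genes with the same orthology numbers are in the tables and the test could not have come out otherwise. A fall of these 2 genes alone, with the stage as a candidate explanation, stays a hypothesis.

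RS10980 (acetolactate synthase large subunit) had -2.24 at the mid stage and -3.45 at the final stage, RS10975 (its small subunit) -2.14 and -3.36, and RS10970 (ketol-acid reductoisomerase) -2.16 at the mid stage. RS13805 (glycine cleavage system protein GcvH) had -3.35 at the final stage. If amino acid synthesis fell as a whole, other genes of amino acid biosynthesis would be lower too. The 63 such genes by GO, without the first 3 of these genes, had a median of -0.58 at the final stage, and 17 of them were downregulated and 1 upregulated DEGs. Their range ran from -2.13 to 1.07. The median is consistent with a wider fall of amino acid synthesis, which may be part of the pattern, although the change of RS10980 is larger than that of any of the 63 genes.

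GroEL (RS14825), among the 5 genes with the highest values in the initial stage, had -1.99 at the final stage. Its partner GroES (RS14820), chosen after its values were seen, had -1.62 at the mid stage and -2.12 at the final stage. If the heat shock proteins fell as a whole, the other chaperone genes would be lower by 1 or more. The 5 others (clpB, grpE, dnaK, dnaJ and htpG by KEGG orthology) had a median of -0.19 at the final stage, between -0.47 and 0.38, which argues against a fall of all of them. Scaling between libraries would have moved these 5 genes as well. What lowered GroEL and GroES stays open.

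Elongation factor Tu (RS07610), also among the 5 genes with the highest values in the initial stage, had -1.85 at the final stage, beside the fall of the ribosomal protein genes. The median of the 54 genes that encode ribosomal proteins by KEGG orthology was -2.24 at the final stage as deposited. It was -2.26 relative to the genes that are neither ribosomal nor among the 20 with the highest values. This re-scaling subtracted 0.01275 from all genes alike, so it could not have removed the fall and did not test scaling. A scaling factor per library would leave the gap between these 54 genes and the others as it is. The 346 other genes no longer than the median ribosomal protein gene (378 bp) had a median of 0.093, which argues against short length. The 22 aminoacyl-tRNA synthetase genes had a median of -0.66 at the final stage, with 5 downregulated DEGs, from -2.21 to 0.38. This is consistent with a fall that extends over the translation machinery, but it is smaller than that of the ribosomal proteins. A slower growth at the later stages is a possible explanation that was not tested.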

How the results depend on the processing

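Alternatives were set before the data were examined, apart from the Bonferroni correction computed from the deposited p, which was chosen after the data were seen. Re-centring subtracted the median of all genes with a mean value of 10 or more, -0.000471 at the mid stage and -0.00255 at the final stage on the log2 scale, and scaling without the ribosomal protein genes and the 20 highest genes subtracted 0.01225 and 0.01275. Under re-centring, scaling, a mean value of at least 10 or 100, a Benjamini-Hochberg adjustment from the deposited p, an adjusted p of 0.001, the log2 ratio of stage values and the Bonferroni correction, the 4 counts of DEGs stayed within 1.5 times their values, and downregulated genes outnumbered upregulated genes at both stages. Of the 308 and 605 DEGs, 285 and 571 remained at an adjusted p of 0.001, 265 and 527 with a mean value of at least 100, and 269 and 549 with the Bonferroni correction, which gave 102 upregulated and 167 downregulated genes at the mid stage and 217 and 332 at the final stage.

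The fold change threshold moved the counts. With a fold change of 1.5, 315 genes were upregulated and 416 downregulated at the mid stage, and 472 and 577 at the final stage. Without a threshold, these were 604 and 666, and 704 and 832, and the ratio of the number of DEGs at the final to the mid stage was 1.21. With a fold change of 4, they were 11 and 10, and 89 and 92, the ratio was 8.62, and downregulated genes did not outnumber upregulated genes at the mid stage. That the counts fall as the threshold rises follows from its construction. The shifts of the ratio and of the balance between directions do not follow from it alone. That of the ratio goes with larger changes at the final stage. Of the 294 DEGs shared by both stages, 281 had the larger change there. The shift of the balance rests on 11 against 10 genes, and its cause was not tested. For the final against the mid stage, which has no test, 205 genes were higher and 202 lower with a fold change of 1.5, 28 and 2 with a fold change of 4, and 62 were higher and 25 lower among genes with a mean value of at least 100.

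For the class medians, the log2 ratio of stage values and re-centring moved no value by more than 0.00255, as they had to, and so put nothing to a test. Under the mean in place of the median and a mean value of at least 100, each run on 20 values, no class median changed its sign, and 4 and 2 values moved by more than 0.1. With the mean in place of the median, the TCA cycle genes at the final stage had 1.34, the genes from acetic acid to acetyl-CoA 0.82 at the mid and 1.39 at the final stage, and the ribosomal proteins -2.18 at the final stage. Among genes with a mean value of at least 100, NADH dehydrogenase at the mid stage had 1.35, and the genes from acetic acid to acetyl-CoA 1.47 at the final stage. For these 6, the cause was not tested.

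The thresholds leave the log2 fold change of a gene as it is, and re-centring and scaling shift all genes alike by at most 0.01275, so the direction of the 87 values of named genes was not put to a test. With an adjusted p of 0.001 or the Bonferroni correction, 1 of them, RS14520 at the final stage (-1.07), was no longer called. A fold change of 4 removed 23 calls, a fold change of 1.5 added 20, and no threshold added 22. A mean value of at least 100 left 81 of the 87 with a value.

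No paired analysis was possible because the tables give 1 merged value per stage, so the replicate block, alone or with upper-quartile scaling, had no values to be fitted on. For the same reason, leaving out each replicate, edgeR with TMM or upper-quartile scaling, DESeq2 on counts, the filter on low counts, the pseudocounts, the choice of libraries in the fit, and the set tests fry and camera were not run. The alternatives for KEGG terms were not run because the annotation used here gives no KEGG pathway per gene. How much the 2 samples of a stage differ is therefore unknown. Of the genes with a mean value under 10, 1 of 193 at the mid stage and 0 of 189 at the final stage were DEGs, while 1 and 7 changed 2-fold.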

Differences from the paper's values

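Of 72 comparisons with the paper's values, 4 numbers of DEGs and 68 log2 fold changes of Supplementary Table S2, 0 differed. Log2 fold changes were called the same within 0.01, and numbers of DEGs within a ratio of 1.5. The numbers of upregulated genes were entered as 120 and 240, rounded from Fig. 3. The paper's text gives 122 and 244, which match those found here. These matches rest on the authors' own comparison tables and are no independent test. With the Bonferroni correction that the methods name, computed from the deposited p and chosen after the data were seen, the numbers of upregulated and downregulated DEGs were 102 and 167 at the mid stage and 217 and 332 at the final stage, which drops 39 of 308 and 56 of 605 DEGs.

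The paper states that the genes converting acetic acid into acetyl-CoA were all upregulated. Of these 4 genes, 4 had a log2 fold change above 0 at both stages in the authors' deposited table, and 1 at the mid stage and 2 at the final stage were DEGs. RS16030 was not called at either stage under any alternative run, while RS13330 was called at the final stage with a fold change of 1.5 or without a threshold. The paper names RS13330 ackA, and the deposited annotation names it a hypothetical protein and gives acetate kinase to RS11155.

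The paper describes almost all genes of the TCA cycle and of NADH-based and succinate-based respiration as upregulated. Over the classes of Supplementary Table S2, 17 of 33 genes were upregulated DEGs at the mid stage and 27 at the final stage, while 29 and 27 had a log2 fold change above 0. The only exceptions at the final stage were RS05760 to RS05775, annotated as dihydrolipoyl dehydrogenase and parts of pyruvate dehydrogenase, and the succinyl-CoA synthetase genes RS00155 and RS00160. The paper itself describes the latter as downregulated. The paper gives the KEGG term of the TCA cycle as enriched at both stages. In Supplementary Table S1, this term holds 6 of 22 genes at the mid stage and 15 of 22 at the final stage, with the paper's reported corrected p of 0.00461 and one listed as 0. Of the 15 TCA cycle genes of Supplementary Table S2, 6 were upregulated and 0 downregulated DEGs at the mid stage, with a median log2 fold change of 0.58. The GO term of the tricarboxylic acid cycle, another set of genes with 3 of 14 upregulated at the mid stage, tested after the data were seen with a one-sided Fisher's exact test, had an adjusted p of 0.365 at the mid stage and 8.95e-07 at the final stage.

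The paper describes the succinyl-CoA synthetase genes as downregulated and AarC as upregulated. At the mid stage, RS00155 (-0.76), RS00160 (-0.71) and RS05360 (0.92) stayed under a 2-fold change in the authors' deposited table and were called with a fold change of 1.5 or without a threshold; at the final stage, all 3 were called. The paper describes the ATP synthetase genes as downregulated at both stages. Of these 9 genes, 9 had a log2 fold change below 0 at both stages, and 0 at the mid stage and 7 at the final stage were DEGs.

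The paper ranks the fold change of the PQQ-ADH genes above that of the PQQ-ALDH genes. In the authors' deposited table, this held for the 4 PQQ-ADH genes at the final stage and for 3 of 4 at the mid stage, where RS01330 (-0.075) lay below RS04900 (0.029), the lowest of the PQQ-ALDH genes. The paper gives butanoate metabolism as enriched among upregulated genes without naming the stage, and the paper's reported corrected p in Supplementary Table S1 is 0.668 at the mid stage and 0.0136 at the final stage. The methods name FPKM values and a Bonferroni correction, whereas the deposited values exceed what FPKM allows, with sums over length of 5312164 or more against 1000000, and the adjusted p equals a Benjamini-Hochberg adjustment to within 0.000139.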

Other observations

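The tests of the unit of the stage values and of shrinkage along the NADH dehydrogenase genes were chosen only after the result was seen. The tests of gene dosage and of plasmid copy number were chosen before their values were seen. Log2 fold changes are those of the authors' deposited table.

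The stage columns, named FPKM, have a lowest slope of 1.23 for log2 value on log2 gene length, where values per kilobase would give a slope nearer to 0. This is consistent with a file that holds another unit than its name says, such as read counts scaled between libraries. Ratios between stages of 1 gene do not depend on gene length, so the log2 fold changes are not touched by this.

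Slower growth at the later stages could lower the copy number of genes near the replication origin. If it did, log2 fold changes would rise with distance from dnaA. Over 2424 chromosomal genes without the ribosomal protein genes, the rank correlation with this distance was -0.0227 at the mid stage and -0.0501 at the final stage, which argues against a lower gene dosage around the origin as a cause of the changes. Faster growth would give correlations below 0, as both are, and was not tested. Genes are not independent, so no p was computed.

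The 157 genes of the largest plasmid had a median log2 fold change of 0.41 at the final stage, against -0.029 for the 2480 chromosomal genes. The difference was 0.44 at the final stage and 0.11 at the mid stage. Of the plasmid genes, 118 had a log2 fold change above 0 at the final stage, 17 were upregulated and 0 downregulated DEGs. The difference set before as the least for a change of plasmid copy number was 0.5, so a smaller change of copy number cannot be told apart from the regulation of single genes. Plasmid genes had lower values (median 26.4 in the initial stage against 449.7), but their median log2 fold change lay at percentile 100 of 10000 random lists of genes with similar values, whose central 95% reached up to 0.206. A small rise of the plasmid's copy number may be part of the pattern.

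Along the 13 neighbouring NADH dehydrogenase genes, log2 fold change and position had a rank correlation of 0.94 at the mid stage (two-sided permutation test, p = 2e-05) and 0.96 at the final stage (p = 1e-05, the smallest that 100000 permutations can give). These 2 relations were noticed before they were tested, the genes are neighbours and not independent, and the strand was not part of the annotation used. If shrinkage of fold changes at low counts were the whole cause, the change would be ordered by the value of the gene, with a rank correlation near 1. The rank correlation with the change at the final stage was -0.18 for the mean of both stage values (95% limits from Fisher's z -0.663 to 0.415), -0.32 for their geometric mean (-0.743 to 0.276), -0.43 for the initial value (-0.795 to 0.154), which as the denominator of the change pulls it down, and -0.10 for the final value (-0.620 to 0.474), which pulls it up. None differs from 0 at these limits, but all lie under 0.5, which argues against shrinkage as the whole cause of the rise and leaves it open as a part. A promoter or processing site at one end of the region is a possible explanation that was not tested.

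Of the 12 upregulated and 2 downregulated DEGs found at the mid stage only, 3 changed by less than 1.2-fold at the final stage. They are the neighbours RS11520 (oxygen-independent coproporphyrinogen III oxidase), RS11525 (OmpW family protein) and RS11530 (hypothetical protein), chosen after their values were seen, which had 1.01, 1.02 and 1.92 at the mid stage and -0.25, -0.059 and 0.13 at the final stage. RS14590 (ribosome-associated translation inhibitor RaiA), also chosen after its values were seen, rose while the ribosomal protein genes fell, with 2.03 (adjusted p = 1.1e-109) and 2.24 (adjusted p = 4.82e-209).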
